# Global analysis of transcriptionally engaged yeast RNA polymerase III reveals extended tRNA transcripts

**DOI:** 10.1101/gr.205492.116

**Published:** 2016-07

**Authors:** Tomasz W. Turowski, Ewa Leśniewska, Clementine Delan-Forino, Camille Sayou, Magdalena Boguta, David Tollervey

## Abstract

RNA polymerase III (RNAPIII) synthesizes a range of highly abundant small stable RNAs, principally pre-tRNAs. Here we report the genome-wide analysis of nascent transcripts attached to RNAPIII under permissive and restrictive growth conditions. This revealed strikingly uneven polymerase distributions across transcription units, generally with a predominant 5′ peak. This peak was higher for more heavily transcribed genes, suggesting that initiation site clearance is rate-limiting during RNAPIII transcription. Down-regulation of RNAPIII transcription under stress conditions was found to be uneven; a subset of tRNA genes showed low response to nutrient shift or loss of the major transcription regulator Maf1, suggesting potential “housekeeping” roles. Many tRNA genes were found to generate long, 3′-extended forms due to read-through of the canonical poly(U) terminators. The degree of read-through was anti-correlated with the density of U-residues in the nascent tRNA, and multiple, functional terminators can be located far downstream. The steady-state levels of 3′-extended pre-tRNA transcripts are low, apparently due to targeting by the nuclear surveillance machinery, especially the RNA binding protein Nab2, cofactors for the nuclear exosome, and the 5′-exonuclease Rat1.

Transcription of nuclear DNA in eukaryotes is carried out by at least three different RNA polymerases. RNA polymerase III (RNAPIII) is specialized for high-level synthesis of small noncoding RNAs. The most abundant products of RNAPIII-dependent transcription are the 5S rRNA and the many pre-tRNA species. In addition, RNAPIII synthesizes numerous, less abundant small RNAs that are involved in diverse cellular processes, including protein translocation and the processing of pre-rRNA and pre-tRNAs (Dieci et al. 2013).

The nuclear genome of *Saccharomyces cerevisiae* contains 275 actively transcribed tRNA genes (including a tRNA of undetermined specificity [tX(XXX)D]). These are grouped into 20 isotypes, each charged with a single amino acid, which are subdivided into 41 isoacceptors that each recognize the same anticodon sequence(s) (Hani and Feldmann 1998; Chan and Lowe 2009). The reported lengths of the primary transcripts vary between 72 and 133 nucleotides (nt), and ∼25% of pre-tRNAs include introns. Primary pre-tRNA transcripts undergo 5′ and 3′ maturation and intron excision to generate the mature tRNAs.

In tRNA genes, the transcription machinery recognizes conserved promoter elements, termed box A and box B, which are located within the transcribed region and form a bipartite binding site for the six-subunit basal transcription factor TFIIIC (Acker et al. 2013). Box A starts at position +8 of the mature tRNA, and the transcription start site is most frequently located 18–20 nt upstream (Dieci et al. 2013). Within yeast tRNA genes, boxes A and B are localized 31–93 nt apart and correspond to the universally conserved D- and T-loops in the tRNA structure. Internally located A and B boxes are also the main *cis*-acting control elements for most other RNAPIII transcription units.

Among nuclear RNA polymerases, RNAPIII has the most direct-acting termination signals, which consist of a tract of A residues on the template DNA strand; minimum lengths are reported to be A_4_ for human and A_5_ or A_6_ for yeast (Braglia et al. 2005; Iben and Maraia 2012; Arimbasseri et al. 2013). The distinctive presence of a 3′ poly(U) tract in the transcript apparently makes prediction of the 3′-ends of RNAPIII transcription units relatively easy (Dieci et al. 2013). However, recent data indicate that the RNAPIII termination signals are present on both the template and nontemplate DNA strands. Interactions between oligo(dA) in the template strand and oligo(U) in the nascent transcript acts as a principal destabilizing signal, while the nontemplate strand oligo(dT) tract promotes polymerase pausing, formation of the pretermination complex, and transcript release (Arimbasseri and Maraia 2015).

RNAPIII transcription rates are regulated by the highly conserved repressor Maf1 and tightly coupled to environmental conditions. Maf1 binds the RNAPIII subcomplex C82/34/31, blocking recruitment of RNAPIII to a preinitiation complex formed by the initiation factor TFIIIB and the promoter DNA (Cabart et al. 2008; Vannini et al. 2010). Maf1 was originally identified in yeast but is conserved in all eukaryotes (Pluta et al. 2001). Notably, Maf1 represses RNAPIII when cells are transferred from glucose-containing medium to nonfermentable carbon sources, such as glycerol, particularly at elevated temperature (37°C) (Ciesla et al. 2007).

RNAPIII transcripts are targets for active surveillance pathways (for review, see Wichtowska et al. 2013). Pre-tRNAs with defects in modification or folding are degraded both by the 5′-exonuclease Rat1 and by the exosome nuclease complex (Chernyakov et al. 2008; Gudipati et al. 2012; Schneider et al. 2012). Targeting of pre-tRNAs to the exosome involves cofactors, including the Nrd1-Nab3 heterodimer and the Trf-Air-Mtr4 polyadenylation (TRAMP) complex (Kadaba et al. 2006; Jamonnak et al. 2011; Wlotzka et al. 2011). Within TRAMP, Pap2 (commonly known as Trf4) or Trf5 oligoadenylate targets RNAs, while the DExH box RNA helicase Mtr4 loads the RNA into the exosome for degradation (Jia et al. 2011; Falk et al. 2014). Catalytic activity in the nuclear exosome is provided by two subunits: Dis3 (also known as Rrp44), which shows both endonuclease and 3′-exonuclease activity, and the 3′-exonuclease Rrp6 (for review, see Chlebowski et al. 2013). Rrp6 interacts with the RNA binding protein Nab2 (Schmid et al. 2012), which was recently reported to bind both RNAPIII transcripts and the polymerase (Reuter et al. 2015). Analyses of strains defective in both Dis3 and Rrp6 activity indicate that a substantial fraction of pre-tRNA transcripts are normally degraded by the exosome (Gudipati et al. 2012; Schneider et al. 2012).

The putative total RNAPIII transcriptome was initially identified in *S. cerevisiae* by genome-wide analyses using chromatin immunoprecipitation (ChIP) (Harismendy et al. 2003; Roberts et al. 2003; Moqtaderi and Struhl 2004). However, ChIP analysis is not strand specific and generally has limited spatial resolution. Recently, the location of RNAPII has been more precisely mapped relative to the nascent transcript, rather than the DNA template, using nascent transcript sequencing (NET-seq) or UV crosslinking and analysis of cDNA (CRAC) (Churchman and Weissman 2012; Holmes et al. 2015; Mayer et al. 2015; Nojima et al. 2015; Milligan et al. 2016).

To better characterize overall RNAPIII transcription in yeast, we employed CRAC using HTP—tagged form of the largest, catalytic subunit of RNAPIII (Rpo31, commonly known as Rpc160). High sequence coverage allowed accurate mapping of the location of RNAPIII along all nascent transcripts.

## Results

To permit the application of CRAC to RNAPIII, Rpo31 encoding the RNAPIII catalytic subunit was expressed as a fusion with a tripartite tag (His_6_–TEV protease cleavage site–protein A [HTP]). The Rpo31-HTP fusion protein (Fig. 1A) was expressed under the control of the endogenous *RPO31* promoter from the chromosomal locus and was the only source of Rpo31 in the cell. Strains expressing Rpo31-HTP showed wild-type (wt) growth rates, demonstrating that the fusion protein is functional (Supplemental Fig. S1A,B).

**Figure 1.**
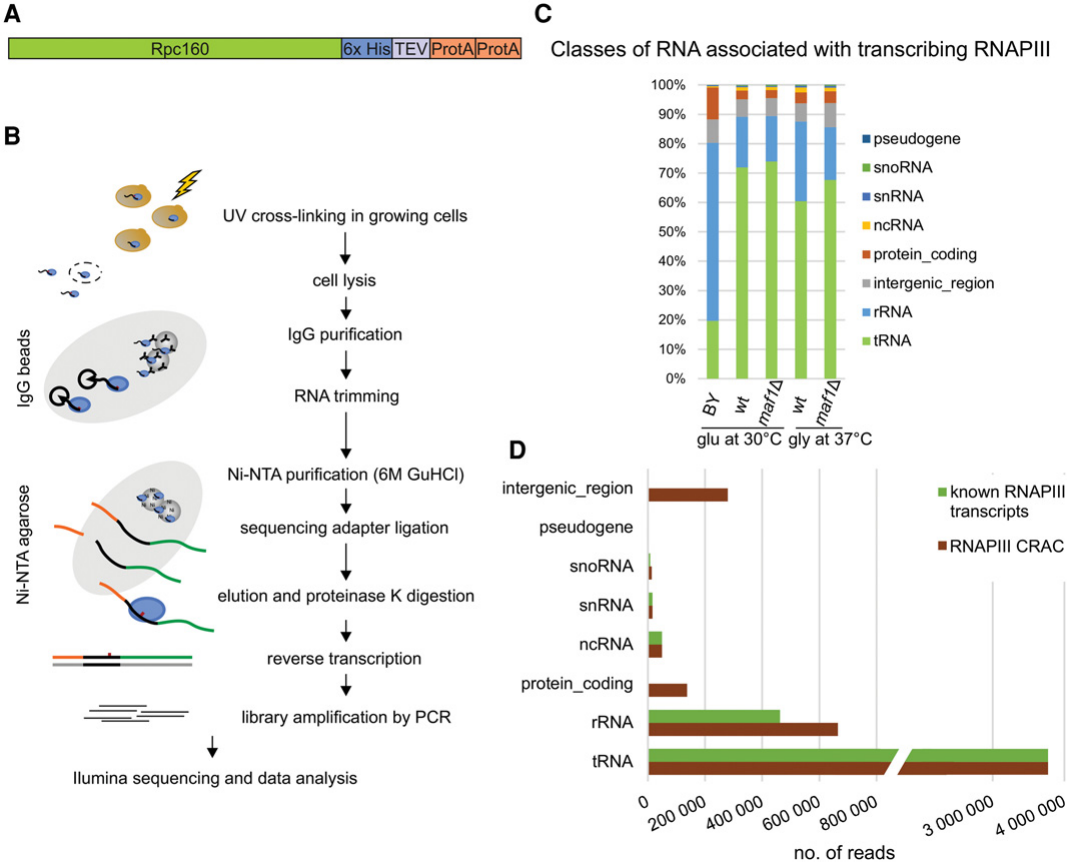
Outline and validation of RNAPIII CRAC. (*A*) Scheme of Rpo31-HTP fusion (commonly known as Rpc160-HTP) including a C-terminal His6-TEV protease cleavage site-protein A (HTP) tag for CRAC purification. (*B*) Outline of the CRAC crosslinking protocol. (*C*) Transcriptome-wide binding profiles for *MAF1* (wt) and *maf1*Δ strains encoding Rpo31-HTP and for the control BY strain expressing untagged Rpo31. Bar diagrams illustrate the percentage of all sequences mapped to each of the RNA classes indicated on the *right* of the figure. (*D*) Graphical comparison of the total numbers of reads recovered in RNAPIII CRAC with reads from known RNAPIII transcripts, divided into classes.

To crosslink Rpo31-HTP to the RNA, cells actively growing in glucose medium at 30°C or glycerol medium at 37°C were UV irradiated at 254 nm for ∼100 sec. 

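CRAC recovers the RNA that UV light crosslinks to a tagged protein, so reads of Rpo31-HTP, the largest RNAPIII subunit, mark nascent RNA held by the polymerase. Rpo31 was analyzed in wt and maf1Δ cells, each in glucose medium at 30°C and after 2 h in glycerol medium at 37°C, with 2 libraries in each of the 4 groups. BY, the parental strain without a tagged protein, gave 1 library. The wt libraries held 4465117 and 855251 mapped reads in glucose and 462779 and 44238 in glycerol. The maf1Δ libraries held 4666442 and 1238638 mapped reads in glucose and 1829513 and 430328 in glycerol, and the BY library held 16729. MAF1 itself had 1 read in each wt glucose library and 0 reads in the wt glycerol, maf1Δ and BY libraries, too few to check the genotype labels. The mean length of the mapped Rpo31 reads lay between 25.1 and 27.0 nt per library. The authors collapsed reads to remove PCR duplicates, kept those with the 3′ adaptor, mapped them with NovoAlign and deposited the count of reads at each distinct mapped interval. From these counts, 275 nuclear tRNA genes were followed from 50 nt upstream of the mature tRNA to 250 nt past its 3′ end, on their own strand. Levels are given as RPM, the reads of a gene scaled to the mapped reads of its library. Intervals and upper limits on counts cover counting error only, and the sources used here do not say whether replicates came from separate cultures.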

As a negative control, the nontagged, parental strain BY4741 (BY) was used. The CRAC analysis was performed as previously described (for overview, see Fig. 1B; Granneman et al. 2009, 2010). Briefly, following cell lysis, protein–RNA complexes were isolated by immunopurification and affinity purification. RNA was partially digested with RNase A + T1; linkers were ligated to the 5′ and 3′ termini; protein–RNA complexes were recovered by SDS-PAGE (Supplemental Fig. S1C); and a cDNA library was prepared.

The sequencing generated 50-bp reads, and to ensure that bona fide 3′-ends were mapped, we analyzed only reads that included both the 5′ and 3′ linkers. Sequences were mapped to the yeast genome using NovoAlign (Novocraft). Data analysis is further described in the Methods and Supplemental Figure S2. Hits were counted using pyCRAC software (Webb et al. 2014) using a modified genome features file (GTF) as described in the Methods. As expected, tRNA genes were highly represented in each of the Rpo31-HTP data sets, relative to the BY control strain, in both the wt and *maf1*Δ backgrounds (Fig. 1C; Supplemental Table S1A). 

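Nuclear tRNA genes, taken with 50 nt of 5′ flank and 250 nt of 3′ flank, held 82.0% ± 2.04 (SD, n = 2 libraries) of all mapped reads in wt cells on glucose and 84.1% ± 1.99 (SD, n = 2) in maf1Δ cells on glucose. In the BY library the same genes held 1.54% of reads (95% Wilson interval 1.37% to 1.74%). rRNA genes took 64% of the BY reads and 13.9% ± 1.86 of the wt glucose reads. Protein-coding genes took 21.4% of the BY reads, against 0.978% ± 0.0230 in wt glucose and 0.868% ± 0.0476 in maf1Δ glucose. The tRNA share was higher in every Rpo31 library than in the BY library (exact permutation test, two-sided, p = 0.111, the smallest p that 8 libraries against 1 allow). BY was sequenced as a single library, so its shares have no replicate error.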

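In glycerol at 37°C, nuclear tRNA genes held 66.3% ± 5.24 (SD, n = 2) of mapped reads in wt cells and 73.6% ± 5.22 (SD, n = 2) in maf1Δ cells. Over both genotypes the tRNA share fell by 13.1 percentage points from glucose to glycerol, with each of the 4 glycerol libraries below each of the 4 glucose libraries (exact permutation test, two-sided, p = 0.0286, the smallest possible). The rRNA share was 24.8% ± 2.64 in wt glycerol and the maf1Δ means were 11.5% ± 2.67 in glucose and 17.7% ± 4.05 in glycerol. Its difference over all libraries was 8.53 percentage points (p = 0.0571 by the same exact test). Most of the added rRNA reads lay on RDN37, the RNAPI-transcribed precursor of 18S, 5.8S and 25S rRNA, which rose from a mean of 32984 RPM in glucose to 111652 RPM in glycerol (exact p = 0.0286). 5S rRNA, from RDN5, made up 49.2% ± 16.8 of rRNA reads in wt glycerol and 47.7% ± 13.2 in maf1Δ glycerol. The snoRNA share also rose, from 0.222% to 0.761%, as did the protein-coding share, from 0.923% to 2.89% (exact p = 0.0286 for each, over 4 libraries against 4). With tRNA genes counted without their extensions the tRNA share fell by 6.89 points (exact p = 0.0571). In a model of the 8 libraries, chosen after seeing the data, the log2 odds of a tRNA read changed by −1.21 in wt (adjusted p = 0.0348 from limma over 8 RNA classes) and by −0.91 in maf1Δ (adjusted p = 0.115 from limma). These changes differed by 0.30, with a 95% interval from −0.80 to 1.40 (adjusted p = 0.751 from limma), so no difference between the genotypes was found.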

Transfer to glycerol medium at 37°C reduced the relative recovery of tRNA reads and increased rRNA reads (predominantly 5S rRNA) (Fig. 1C; Supplemental Table S1B) in the wt strain but not in *maf1*Δ, consistent with Maf1-mediated repression of tRNA transcription.

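The 275 nuclear tRNA genes drew nearly all of the reads assigned to tRNA genes. In wt cells on glucose, tRNA genes of the mitochondrial genome, which a separate polymerase transcribes, held 0.000894% ± 0.000443 (SD, n = 2) of tRNA reads. That is 45 reads in replicate 1 and 4 reads in replicate 2. In the BY library, 1 of 258 tRNA reads was mitochondrial (0.388%).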

Analysis of the hit distribution confirmed the association of RNAPIII with nuclear-encoded tRNA genes (Fig. 1D), since mitochondrial tRNA genes represented only 0.001% of all tRNA reads (Supplemental Table S1C). A low recovery of sequences annotated as protein-coding was observed, but further analysis revealed that these predominantly represent regions that are in close proximity to tRNA genes. 

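Of the protein-coding reads in wt glucose, 2.08% ± 0.20 (SD, n = 2) lay within 500 nt of a nuclear tRNA gene once the extended tRNA genes had taken their own reads. Of all protein-coding nucleotides, 0.688% lie that close to a nuclear tRNA gene. The BY value was 2.06%. When tRNA genes were counted without their flanks, a choice made after seeing the data, 15.2% ± 0.681 of protein-coding reads in wt glucose and 19.8% ± 3.05 in maf1Δ glucose lay within that distance. In glycerol the same count gave 1.07% ± 1.51 in wt and 2.67% ± 0.498 in maf1Δ cells.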

Known RNAPIII transcripts were also predominant among other small RNAs recovered (Fig. 1D). As an example, Supplemental Table S1C shows that U6 snRNA (encoded by the RNAPIII-transcribed gene *SNR6*) was much more frequently recovered than U1–U5 snRNAs, which are RNAPII transcripts. Similarly, the 5S rRNA (encoded by *RDN5*) represented 70% of all annotated rRNA sequences (Fig. 1D; Supplemental Table S1B).

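SNR6, which encodes U6 snRNA, had 47.0 ± 38.8 (SD, n = 2) times the summed reads of the RNAPII-transcribed U1, U2, U4 and U5 snRNA genes in wt glucose. It had 15782 reads against 212 in replicate 1 and 3662 against 187 in replicate 2. U2, from LSR1, had 65 and 97 of those reads, and U4, from SNR14, had 100 and 15. The BY ratio was 0.839, from 26 reads of SNR6 and 31 of the other snRNA genes. The SNR6 ratio was 181 ± 201 in maf1Δ glucose, 11.1 ± 2.65 in wt glycerol and 11.5 ± 10.0 in maf1Δ glycerol.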

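RDN5, which encodes 5S rRNA, held 75.2% ± 8.25 (SD, n = 2) of rRNA reads in wt glucose and 74.5% ± 11.9 (SD, n = 2) in maf1Δ glucose. In the BY library 35 of 10702 rRNA reads, or 0.327%, came from RDN5, and nearly all of the rest came from RDN37.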

Together these analyses confirm that the Rpo31 CRAC predominantly recovered authentic RNAPIII transcripts.

### Genome-wide analysis of tRNA transcription

The density of RNAPIII was compared across all individual tRNA genes. Raw reads were analyzed. Figure 2, A and B, shows cumulative plots of primary transcripts aligned by the 5′-end or 3′-end of the mature tRNA, for yeast grown on glucose medium at 30°C. Apparent transcription read-through (RT) was observed on many tRNA genes. This is indicated by RNAPIII density beyond the canonical termination site located just 3′ to the end of the mature tRNA (Fig. 2B, red line). 

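Summed over all 275 nuclear tRNA genes, RNAPIII coverage fell just past the mature 3′ end and then stayed measurable for more than 100 nt. In wt glucose the coverage 15 nt past the 3′ end was 29.4% ± 3.5 (SD, n = 2) of that at the 3′ end itself. It was 33.3% ± 4.67 at 50 nt, 13.2% ± 1.13 at 100 nt and 1.90% ± 0.0106 at 200 nt. In wt cells in glycerol the coverage at 50 nt was 12.7% ± 1.2 and at 100 nt 5.06% ± 1.06. The maf1Δ cells had 27.3% at 50 nt in glucose and 12.1% in glycerol. These sums weight each gene by its reads, so highly transcribed genes count most.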

Broadly similar distributions of RNAPIII density reads were observed during growth in glycerol medium at 37°C and in the absence of Maf1 (Supplemental Fig. S3).

**Figure 2.**
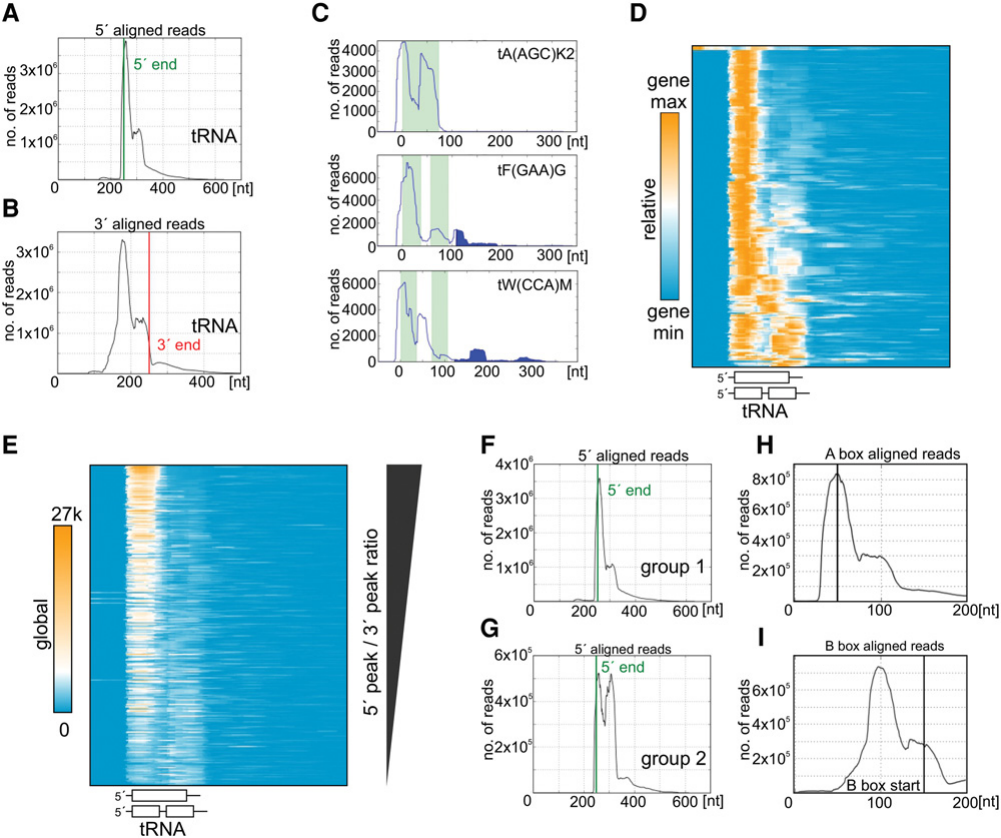
Unequal distribution of RNAPIII along tRNA genes indicated by genome-wide analysis. (*A*) Cumulative plot of all nuclear tRNA genes aligned to the mature 5′-ends. Distance (nt) is shown starting 200 nt upstream of the mature 5′-ends (designated by vertical green line) on the *x*-axis. (*B*) Cumulative plot aligned to 3′-ends of mature tRNAs (designated by vertical red line). (*C*) Hit distribution along individual genes [tA(AGC)K2, tF(GAA)G, tW(CCA)M], showing uneven patterns of RNAPIII occupancy. The *x*-axis shows distance (nt) from the 5′-end of the mature tRNA. The light green background indicates the exonic region(s). The area filled in blue represents RNAPIII read-through of the canonical termination signal. Plots for all tRNA genes are presented in Supplemental Data Set D1. (*D*) Heatmap for all nuclear tRNA genes with 50-nt 5′ flanks and 150-nt 3′ flanks, clustered using the 1-Pearson coefficient. The hit intensity scale is shown relative to the maximum value within each gene. The 5′ peak is the predominant feature. (*E*) All nuclear tRNA genes were ordered according to 5′ to 3′ peak ratios. The color intensity compares the number of reads to the global distribution of mapped reads. (*F*) Genome-wide profile of 225 tRNA genes aligned to 5′-ends of mature tRNAs. These genes (group 1) show the predominant pattern with a higher 5′ peak (5′ to 3′ peak ratio >1.5). (*G*) Genome-wide profile of the remaining 50 tRNA genes (group 2) showing the less common pattern with similar-sized 5′ and 3′ peaks (5′ to 3′ peak ratio <1.5). (*H*) Genome-wide profile of all nuclear tRNA genes aligned to A box. The start of the A box sequence is indicated by a vertical line. (*I*) Profile aligned to B box. The start of the B box sequence is indicated by vertical line.

Inspection of individual tRNA transcription units revealed notably uneven RNAPIII density across the mature tRNA and flanking pre-tRNA regions, as well as over 3′-extensions when present. Representative, individual tRNAs are presented in Figure 2C; other RNAPIII transcription units are shown in Supplemental Figure S4. Graphs showing the distribution of RNAPIII across all individual tRNA genes are provided in Supplemental Data Set D1. Figure 2D shows a heatmap displaying the distribution of reads across each tRNA gene, relative to the maximum for the gene. This revealed a predominant pattern across most genes, with a high density of reads over the 5′-end of the transcription unit and a weaker peak before the 3′-end of the mature tRNA. 

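The highest coverage lay near the 5′ end of the transcription unit, in the 5′ part of 245 of the 275 nuclear tRNA genes (89.1%) in wt glucose replicate 1 and of 239 genes (86.9%) in replicate 2. In the summed profile the 5′ maximum lay 6 and 8 nt past the mature 5′ end in the wt glucose libraries. A lower maximum lay 35 nt before the mature 3′ end in both. The 5′ maximum was 3.05 ± 0.266 (SD, n = 2) times the 3′ maximum in wt glucose and 2.61 ± 0.628 in maf1Δ glucose. In glycerol the same ratio was 2.62 ± 0.664 in wt and 2.19 ± 0.357 in maf1Δ cells, and in the BY library it was 0.909. With each gene scaled to its own maximum, so that all genes weigh alike, the wt glucose ratio was 2.20.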

A minority of genes showed similar 5′ and 3′ peaks.

For each gene, the ratio between the numbers of reads corresponding to the 5′ and 3′ peaks was determined. This was plotted relative to total number of reads mapped to that gene, as an indication of transcription rate (Supplemental Fig. S5A). This revealed that the 5′ “initiation” peak is relatively larger for highly transcribed genes. 

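Highly transcribed tRNA genes had proportionally more reads in the 5′ part of the transcription unit. Across the 275 nuclear tRNA genes in wt glucose, Spearman's rho between the 5′ to 3′ ratio and the reads over the unit was 0.646, and Pearson's r of the log values was also 0.646. The libraries taken singly gave rho of 0.695 and 0.581. In maf1Δ glucose rho was 0.558. Each of these relations had the smallest p that 100000 permutations can give, 1e-05, adjusted to 1.71e-05 over the 12 relations of this kind. Each unit, from 15 nt upstream of the mature tRNA to its 3′ end, was divided at its midpoint, and genes needed 20 reads on each side. Genes are not independent replicates, and the reads over the unit also enter the ratio.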

Measuring the areas under the 5′ and 3′ peaks confirmed that a higher transcription rate correlates with higher ratio of 5′ to 3′ peaks (Supplemental Fig. S5B). Ordering genes according to their 5′ to 3′ peak ratio on global heatmap clearly shows that the 5′ peak is predominant in highly transcribed genes (Fig. 2E). However, under conditions of reduced RNAPIII transcription (glycerol medium at 37°C), the correlation between the 5′ to 3′ peak ratio and transcription rate was greatly reduced (Supplemental Fig. S5C–E).

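In wt cells in glycerol at 37°C, rho between the 5′ to 3′ ratio and the reads over the unit was 0.201 across the 159 nuclear tRNA genes with enough reads (permutation p = 0.0114, adjusted to 0.0124 over 12 relations). The same 159 genes gave a rho of 0.585 in wt glucose. In maf1Δ glycerol rho was 0.257. The 4 glucose libraries had a mean rho 0.290 higher than the 4 glycerol libraries, with no overlap between them (exact permutation test, two-sided, p = 0.0286, the smallest possible). Depth was tested by thinning the wt glucose libraries to the depth of the wt glycerol libraries in 20 draws. The mean rho was then 0.615 (0.576 to 0.645). The thinned libraries kept a mean of 227 genes, against 159 in wt glycerol, so reads per tRNA gene were not matched. Across genes these values describe the libraries, since genes are not independent replicates. With reads found at a single tRNA gene only, the wt glycerol rho was 0.483 over fewer genes (permutation p = 0.0519). Over the alternatives tried, the wt glucose rho ran from 0.308 to 0.695 and the wt glycerol rho from 0.251 to 0.483, so these ranges overlap.

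**Figure D1:**
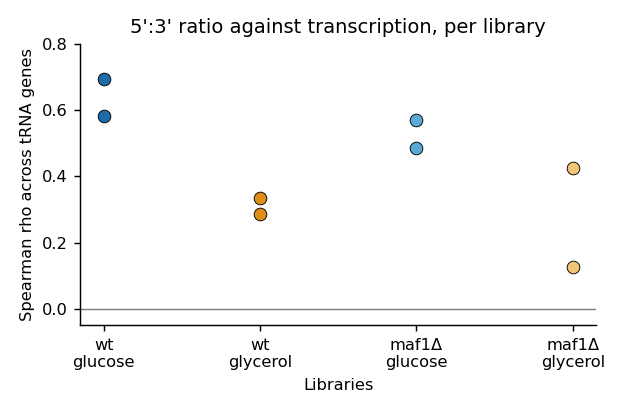
Spearman's rho across nuclear tRNA genes between the 5′ to 3′ ratio and the reads over the transcription unit (y-axis), with 1 point for each of the 8 Rpo31 libraries grouped by genotype and medium (x-axis). Every glucose point lies above every glycerol point.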

Clustering using 5′ to 3′ peak ratio revealed two major patterns. Group 1 showed a very high 5′ peak with a much lower 3′ peak and included 225 of 275 genes, representing all 20 isotypes and 40 isoacceptors (Fig. 2F). 

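At a 5′ to 3′ ratio of 1.5, 192 nuclear tRNA genes fell into group 1, with reads concentrated at the 5′ end, and 83 into group 2 in wt glucose (mean of 2 libraries). Group 1 covered 19 isotypes and 35 isoacceptors. Group 2 covered 16 isotypes and 24 isoacceptors. The threshold moved the groups, to 146 and 129 genes at a ratio of 2. Of the 136 genes with enough reads found at a single tRNA gene, 122 were in group 1 and 14 in group 2.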

Group 2 showed similar-sized 5′ and 3′ peaks and was less common, including 50 of 275 genes and representing 14 isotypes and 16 isoacceptors (Fig. 2G). Moreover, tRNAs genes falling into group 2 showed higher overall levels of RNAPIII transcription termination RT (see below).

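Group 2 tRNA genes had a mean read-through of 11.5% (SD across genes 8.50) in wt glucose, against 9.01% (SD 7.95) in group 1. Their medians were 9.59% and 6.66%. The difference in means was 2.46 percentage points (permutation test across 83 and 192 genes, two-sided, p = 0.0215). It was 2.05 points and missed the threshold without replicate 1 (permutation p = 0.0634), and 2.93 points with reads found at a single tRNA gene (permutation p = 0.150, over 122 and 14 genes). Genes are not independent replicates.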

On tRNA genes, the spacing between the 5′ and 3′ peaks was ∼50 nt. 

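Intronless and intron-containing tRNA genes differed in the distance between their 5′ and 3′ maxima in wt glucose. Among 214 intronless nuclear tRNA genes, whose median length is 73 nt, the median distance was 35 nt in both libraries (quartiles 30 and 47 nt). The distance lay from 40 to 60 nt in 36.9% of these genes in replicate 1 and 41.6% in replicate 2. Among 60 intron-containing genes, of median length 101 nt, the median was 48.5 nt in replicate 1 and 51.5 nt in replicate 2, with 68.3% and 63.3% of genes from 40 to 60 nt. Introns were called from gene length in genes of known isotype, where no length lies between 84 and 89 nt, and tX(XXX)D, of unknown isotype and 100 nt long, was put in neither group.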

The approximate footprint expected for the RNAPIII complex is 38 nt (Hoffmann et al. 2015), suggesting that the observed peaks might reflect pileups caused by the high RNAPIII density. However, a consistent pattern of ∼50 nt spacing across all tRNA genes was not obvious (Supplemental Fig. S6A). Rather, the 5′ and 3′ peaks, indicating a high density of RNAPIII, appear to be localized with respect to the A and B boxes of the internal promoter. Two examples of tRNA genes are presented in Supplemental Fig. S6B, with the A and B boxes marked. Genome-wide profiles of RNAPIII density aligned to the A or B boxes revealed that the initiation-associated 5′ peak is located at the beginning of the A box (Fig. 2H); the 3′ peak is located at the beginning of the B box (Fig. 2I). The same was true for the group 2 tRNAs (50 genes with 5′ to 3′ peaks ratio <1.5) (Supplemental Fig. S6C, panels I and II) and for intron-containing genes, in which the relative position of box B to box A is variable since they are separated by the intronic sequence (Supplemental Fig. S6C, panels III and IV). 

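The 5′ maximum of summed RNAPIII coverage in wt glucose lay 1 nt before the first base of the A box in replicate 1 and 1 nt after it in replicate 2. Within 20 nt of the start of the B box, the 3′ maximum lay 15 nt before that start in both libraries. The peak was broad, with coverage 8 nt past the start still at 0.791 of this maximum. Within 40 nt the highest coverage lay at the edge of the search, 40 nt before the start. In these 275 genes the A box starts at a median of 8 nt and the B box at a median of 53 nt from the mature 5′ end. In the 83 group 2 genes the maxima lay 1 nt past the start of the A box and 14 nt before the B box. In the 60 intron-containing genes they lay 1 nt past the A box start and 13 nt before the B box. Boxes were found by consensus with up to 2 mismatches, not with the program the paper used. From the position of the peaks on the boxes, the paper postulates that TFIIIC, the initiation factor bound there, can impede transcribing RNAPIII and cause transient pausing.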

We postulate that TFIIIC bound to the A and B boxes can interact with and impede transcribing RNAPIII, leading to transient pausing.

### Novel RNAPIII transcripts

In addition to the protein coding genes and well-defined stable RNAs, yeast RNAPII transcribes very large numbers of noncoding RNAs, largely of unknown function, and also generates a low level of transcription throughout the majority of the genome (see Porrua and Libri 2015 and references therein). In contrast, yeast RNAPIII appears to be restricted to the expression of well-defined genes, with accurate recognition of transcription start sites. We were, however, able to identify a number of previously unrecognized, putative RNAPIII transcripts. 

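Outside annotated features and extended tRNA genes, 12 regions had coverage of at least 50 reads over at least 10 nt in both wt glucose libraries. The highest 2 lie beside RNAPIII genes, next to SNR52 on chromosome V (sacCer3) from 431221 to 431378 with 2234 RPM, and next to RPR1 on chromosome V from 118036 to 118119 with 1684 RPM. Another lies 60 nt from SNR6 on chromosome XII from 366406 to 366474 with 125 RPM. More lie beside copies of RDN5 on chromosome XII, with 113 to 152 RPM each. One of them starts at 459843, 47 nt from RDN5-1. The others start at 468960, 472612, 482192 and 485844, where RDN5-2, RDN5-3, RDN5-4 and RDN5-5 end at 468931, 472583, 482163 and 485815. Coordinates of TLT1 to TLT6 were not used here, so these regions carry no TLT names. In the BY library 10 of the 12 regions had 0 reads, which allows up to 179 RPM, and of these only the regions beside SNR52 and RPR1 lay above that limit in wt glucose. The region beside RRT15, at the rDNA on chromosome XII from 490187 to 490405 with 568 RPM, had 53 BY reads or 3168 RPM, and the region beside VMA1 had 85. None of the 12 lies within 1000 nt of a nuclear tRNA gene. With 100 reads required, 4 regions remained in the count, and with 1 library sufficing the count was 47.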

By focusing on nonannotated regions of the genome (for details of regions selected, see Methods), we found six potential new RNAPIII genes designated tRNA-like transcripts 1 to 6 (*TLT1-6*) (Supplemental Table S2; Supplemental GTF File). In initial analyses, the expression of *TLT1* and *TLT6* was confirmed by Northern hybridization (Fig. 3A), and each is expressed at relatively high levels. Notably, *TLT6* is closely homologous to an apparent fragment of the 37S rDNA gene (*RDN37*) that is not located in the rDNA locus. In addition, we identified distinct Rpo31-HTP–associated transcripts that were located within the RNAPI-transcribed *RDN37* rDNA, particularly at the 5′-end of the 18S rRNA region (Fig. 3B, middle and bottom panel). These showed the characteristic double-peak profile of RNAPIII distribution, as observed over tRNA genes, and were absent from the BY4741 control (Fig. 3B, upper panel). 

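Over the first 200 nt of 18S rRNA, RDN37 had 2135 ± 44.4 RPM (SD, n = 2) in wt glucose, or 6.76% ± 2.96 of its reads. In the BY library the same stretch had 90 reads, which is 0.845% of RDN37 reads but 5380 RPM (exact 95% interval 4328 to 6609), since RDN37 takes most BY reads. In wt glycerol it had 5423 ± 1596 RPM, or 4.36% ± 0.626. The maf1Δ cells gave 6.17% ± 0.230 in glucose and 3.47% ± 1.22 in glycerol. Between 4 glucose and 4 glycerol libraries, the change in RPM over this stretch had an exact permutation p of 0.0571. The highest 100-nt window of 18S started at nt 1201 of RDN37 in the BY and all glucose libraries. RPM in BY refer to a library with few RNAPIII reads, so shares and levels differ in direction here.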

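Within 25S rRNA, the window with the most Rpo31 reads started at nt 5801 of RDN37 in all 8 Rpo31 libraries and in the BY library. It held 48.0% of RDN37 reads in BY, 20.7% and 22.7% in the wt glucose libraries and 13.6% and 16.3% in the wt glycerol libraries.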

The prominent peaks visible in the 3′ region of 25S rRNA (marked with asterisk) in all data sets represent a common contaminant seen in many CRAC analyses (Granneman et al. 2010; Lebaron et al. 2013; Tuck and Tollervey 2013; Turowski et al. 2014). We confirmed the presence of small RNAs derived from the rDNA gene, which were more abundant during growth on glycerol at 37°C (Supplemental Fig. S7). We speculate that RNAPIII transcription units may be active in the accessible rDNA repeats that are not transcribed by RNAPI.

**Figure 3.**
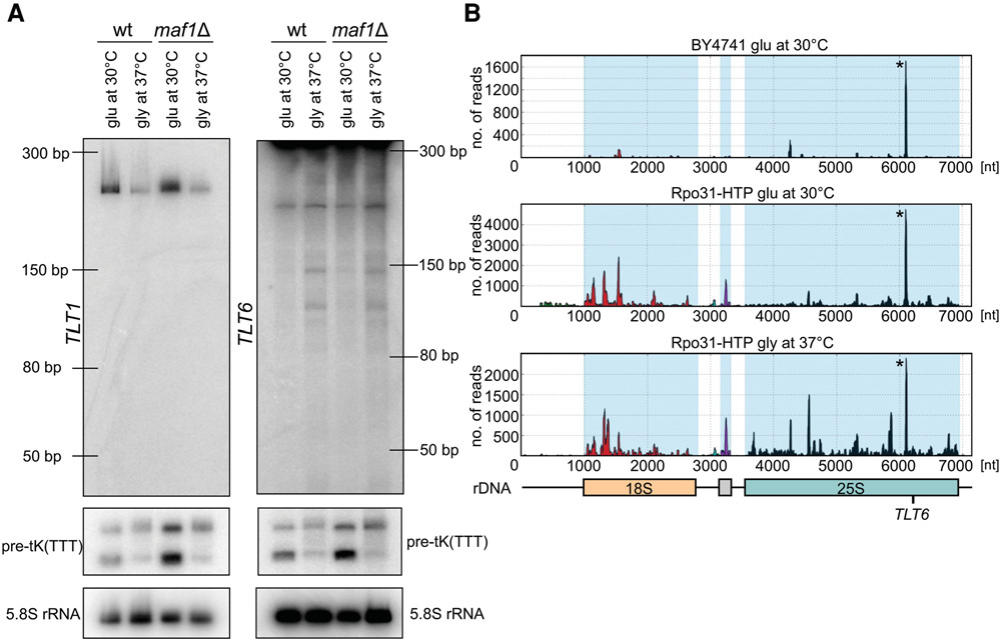
RNAPIII CRAC reveals new RNAPIII transcripts. (*A*) Putative new RNAPIII transcripts were confirmed by Northern blotting using specific probes against *TLT1* (oTWT002) or *TLT6* (oTWT007) and the 5.8S rRNA loading control. (*B*) The Rpo31 (RNAPIII) distribution over the *RDN37* gene encoding ribosomal rRNA reveals patterns characteristic of RNAPIII transcription units with the 18S region (red). A common contaminant peak seen in many CRAC analyses is marked with asterisk.

### RNAPIII transcription levels under different growth conditions

We compared relative transcription by RNAPIII over all nuclear tRNA genes under near optimal growth conditions (glucose medium at 30°C) and following transfer to stress conditions known to repress tRNA expression (glycerol medium at 37°C). To allow comparison of genes with identical mature regions, specifically for this analysis we excluded all reads mapping to more than one site in the genome. This eliminates tRNA fragments that would be ambiguously mapped to the mature tRNA regions of more than one gene (Supplemental Fig. S2C). We were able to compare expression levels using gene-specific reads that overlap the mature tRNA ends and the gene-specific, flanking regions. Under stress conditions, reduced transcription was observed for nearly all tRNAs, as previously reported (Ciesla et al. 2007), but the degree of repression was highly variable between tRNA genes (Fig. 4A). 

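Most nuclear tRNA genes had fewer RNAPIII reads in wt cells after transfer to glycerol at 37°C, and the extent ranged widely. The median log2 fold change over 269 tRNA genes was −0.83, and −0.80 with genes without reads in a group set at their bound, while the median over all 986 genes tested was −0.38. This order depended on the genes tested, with −0.83 for tRNA genes against −1.002 for all without a filter on low counts, −0.78 against −3.40 without wt glycerol replicate 1 and −1.04 against −1.19 without replicate 2. In those 3 fits genes at 0 reads were not set at a bound. Without wt glycerol replicate 1, 2211 genes were tested and the wt glycerol library left has 44238 reads. With all mapped reads the median of tRNA genes was −0.23, and with distinct intervals −0.03. The share of tRNA reads found once itself fell in glycerol, from 45.3% to 36.4%. Reads found at a single tRNA gene were used, with libraries scaled to all mapped reads and edgeR's quasi-likelihood test. The isoleucine gene tI(AAU)L2 (sacCer3 XII 1052071 to 1052144) had 4636 gene-specific reads in the glucose libraries and 1 in the glycerol libraries, and its log2 fold change was −8.69 (standard error 1.5, adjusted p = 0.00331 from edgeR). From pooled reads its ratio was 0.00226 (95% counting interval 5.73e-05 to 0.0126). tE(UUC)C (III 82462 to 82533) had 3356 and 1 reads, a ratio of 0.00313 (7.91e-05 to 0.0174). tK(CUU)E2 (V 435752 to 435824) had 3049 and 3 reads, a ratio of 0.0103 (0.00213 to 0.0302). In this edgeR test these were the 3 tRNA genes that fell at an adjusted p under 0.05, and no tRNA gene rose. Adjusted over the list alone, 7 nuclear tRNA genes fell and 1 rose. As a set, nuclear tRNA genes were lower than the other genes (camera, adjusted p = 2.98e-05), but not with an estimated correlation between genes (p = 0.201), which also left no isotype past the threshold. Among isotypes, lysine genes had a median of −2.16 (adjusted p = 1.96e-04 from camera in limma), isoleucine genes −1.40 (adjusted p = 0.0034, 8 lower adjusted over the list alone) and threonine genes −1.37 (adjusted p = 0.0300, 6 lower adjusted over the list alone). At the unadjusted p < 0.05, edgeR counted 138 genes of all kinds, and DESeq2 called 46 at an adjusted p under 0.05, of which 11 were lower and 4 higher tRNA genes. With all mapped reads edgeR called 3 tRNA genes lower and 2 higher. Without wt glycerol replicate 1, edgeR called 58 genes, and without replicate 2 it called 45. Changes planted into these libraries were recovered for 12% of tRNA genes at 4-fold and 72.0% at 16-fold.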

Some tRNA genes appeared to have elevated RNAPIII occupancy (Gly:Glu ratios >1.0). This apparent increase is probably a consequence of normalization to total RNAPIII reads under conditions in which most tRNA genes are strongly repressed, but clearly shows that transcription of a subset of tRNA genes is less repressed following glucose withdrawal. This conclusion is broadly consistent with a previous microarray analysis, which revealed that the levels of mature tRNAs are reduced to variable extents on a nonfermentable carbon source (Ciesla et al. 2007).

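Of 254 nuclear tRNA genes with gene-specific reads in both media, 211 (83.1%) had a Gly:Glu ratio of mean RPM below 1 in wt cells and 43 had one above 1. The median ratio was 0.607 (10th to 90th percentile 0.218 to 1.14). The highest was that of tD(GUC)N, an aspartate gene on chromosome XIV (519099 to 519169), at 16.1 (range over the 4 pairings of a glycerol with a glucose library 7.62 to 35.8). It had 265 and 22 gene-specific reads in the glucose libraries and 426 and 20 in the glycerol libraries (edgeR adjusted p = 0.0815). Of its reads 14.2% were found once. Beside it lay 0 reads in wt glucose and 25 in wt glycerol, so the origin of the reads at this gene is uncertain. The proline gene tP(AGG)C, SUF2, came next at 2.54 (2.01 to 3.2). tF(GAA)H1 had rank 3 at 2.41 (0 to 6.08) and tR(UCU)D rank 5 at 2.24 (1.06 to 3.73). In every pairing, 146 genes were below 1 and 11 genes were above 1. With all mapped reads the median ratio was 0.852.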

**Figure 4.**
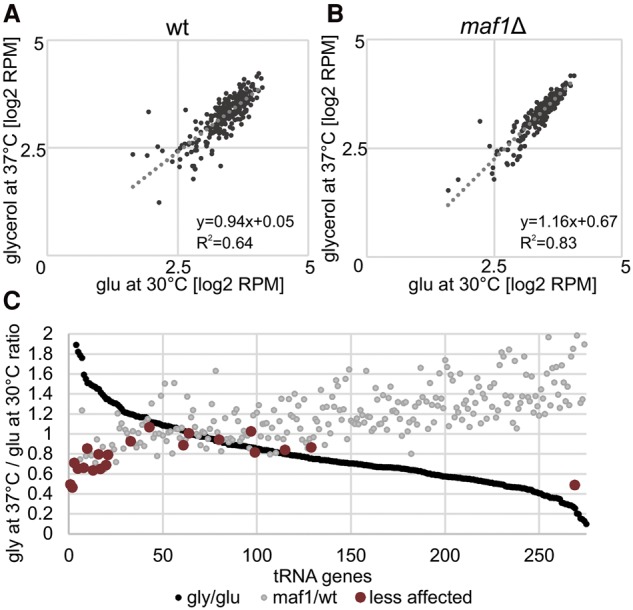
Comparison of genome-wide tRNA genes transcription under different growth conditions. (*A*) Correlation of relative expression of nuclear tRNA genes between permissive and repressive conditions for wt strain. The correlation coefficient (*R*^2^) reflects how well the data fit the trend line. Two outlying bottom points are not shown. (*B*) Correlation of relative expression of nuclear tRNA genes between permissive (glucose at 30°C) and repressive conditions (glycerol at 37°C) for *maf1*Δ strain. Two outlying bottom points are not shown. (*C*) Ratios of relative expression level of all nuclear tRNA genes under stress conditions. A subset of tRNA genes is less responsive to regulation by Maf1. Genes are ordered according to the Gly:Glu expression ratio (the highest value for tD(GUC)N = 14.78 is not shown). In the same order, the *maf1*Δ:wt ratio is plotted. The least affected tRNA for each amino acid is colored in dark red.

Maf1 is an RNAPIII repressor that acts following nutritional downshift, particularly at elevated temperatures (Ciesla et al. 2007; Boguta 2013). To assess the role of Maf1 in repressing transcription of each tRNA gene, we plotted the ratio of RNAPIII occupancy following transfer between permissive (glucose at 30°C) and restrictive (glycerol at 37°C) conditions for wt (Fig. 4A) and *maf1*Δ data sets (Fig. 4B). Decreased repression in the absence of Maf1 is shown by the increased slope of the trend line in *maf1*Δ (*y* = 1.16*x* − 0.67) relative to the wt (*y* = 0.94*x* + 0.05).

In addition, it is evident that the heterogeneity in tRNA repression seen in the wt is substantially reduced in the absence of Maf1. This was confirmed by the increased correlation coefficient (*R*^2^) in *maf1*Δ (*R*^2^ = 0.83) relative to the wt (*R*^2^ = 0.64). This provides genome-wide evidence that Maf1 does not simply down-regulate all tRNAs but provides an additional layer of gene-specific RNAPIII regulation.

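Gly:Glu ratios spread less between tRNA genes in maf1Δ than in wt cells. In maf1Δ cells the 10th and 90th percentiles of the ratio were 0.458 and 1.18, around a median of 0.716, and 210 of the 254 genes compared (82.7%) were below 1. The tRNA genes that edgeR called lower in wt glycerol kept reads in maf1Δ glycerol. From pooled reads, their maf1Δ ratios were 0.328 for tI(AAU)L2, 0.604 for tE(UUC)C and 0.718 for tK(CUU)E2. In maf1Δ cells tI(AAU)L2 had 3234 and 804 reads in the glucose libraries and 494 and 13 in the glycerol libraries, so replicate 1 carries its ratio. Between the genotypes in glycerol, tE(UUC)C was higher in maf1Δ by a log2 fold change of 7.57 (standard error 1.36) and tK(CUU)E2 by 6.31 (standard error 1.18), both with an adjusted p of 0.0139 from edgeR. These genes were picked for few reads in wt glycerol, 1 and 3. This comparison reuses those wt glycerol libraries, so it is not separate evidence for a role of Maf1. No gene was higher with all mapped reads, with distinct intervals, which called 2 genes lower, or without maf1Δ glucose replicate 1. In glucose no gene differed between maf1Δ and wt in edgeR or DESeq2, with 6 and 7 genes at an unadjusted p < 0.05. The difference in glycerol response between genotypes passed edgeR's threshold for 0 genes (54 at an unadjusted p < 0.05) and DESeq2's for 6. Over 269 tRNA genes the median log2 fold change in maf1Δ was −0.50, against 0.44 over all genes (camera adjusted p = 1.33e-11, p = 0.0845 with an estimated correlation). It was 0.08 with distinct intervals, and −0.995 against −1.46 over all genes without maf1Δ glycerol replicate 1.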

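On log10 RPM of gene-specific reads, the trend line of glycerol on glucose had R² = 0.626 in wt (254 nuclear tRNA genes, bootstrap SE 0.0648) and 0.849 in maf1Δ (270 genes, SE 0.0267). R² was higher in maf1Δ by 0.223 (bootstrap over genes, two-sided value 0.001, the smallest that 2000 draws allow). The wt line had a slope of 1.24 (SE 0.0908) and an intercept of −1.01, and the maf1Δ line a slope of 1.10 (SE 0.0549) and an intercept of −0.463. The slopes differed by −0.138, maf1Δ minus wt (two-sided bootstrap value 0.160), but 4 of 6 alternatives gave a positive difference, from 0.0332 to 0.184. Single pairs of libraries gave slopes of 0.893 to 1.07 in wt and 0.953 to 1.15 in maf1Δ. They gave an R² of 0.357 to 0.532 in wt and of 0.425 to 0.854 in maf1Δ, so the ranges overlap. The smallest Rpo31 library was wt glycerol replicate 2. With all mapped reads the R² difference was 0.0678. The bootstrap resamples genes, which are not independent replicates. The paper takes the more uniform response without Maf1 as evidence that Maf1 does more than lower all tRNA genes and adds a layer of gene-specific regulation.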

Figure 4C shows all tRNA genes ranked by the ratio of expression in glucose at 30°C versus glycerol at 37°C (the string of black points which form the line in Fig. 4C), with the ratio of expression in *maf1*Δ versus *MAF1* shown in gray. In general, tRNA genes that show low repression under stress conditions also show low relative overexpression in *maf1*Δ strains (*maf1*Δ: wt ratio <1.0). This indicates that a subset of tRNA genes shows low responsiveness to both environmental and cellular signals. 

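Of the 43 tRNA genes with a Gly:Glu ratio above 1 in wt cells, 27 (62.8%) had a maf1Δ:wt ratio below 1 in glucose, against 57.1% of all genes compared. In glycerol 38 of the 43 did, but there both ratios contain the wt glycerol libraries. The paper's figure legend refers to stress conditions but does not name the medium of its maf1Δ:wt ratio. The median maf1Δ:wt ratio over all genes compared was 1.21 in glycerol and 0.951 in glucose. tD(GUC)N, the least repressed gene in wt, had a Gly:Glu ratio of 5.60 in maf1Δ cells. Across 254 genes, rho between the Gly:Glu ratio and the maf1Δ:wt ratio was −0.812 in glycerol (permutation p = 1e-05, the smallest possible, adjusted p = 2e-05) and −0.0388 in glucose (permutation p = 0.541, adjusted p = 0.541), in a family of 2 relations. The wt glycerol libraries enter both ratios in the first relation. Simulated libraries without any gene-specific effect gave a mean rho of −0.737 and a covariance of −0.633, where the 219 genes with reads in every library gave −0.673 and −0.630. With 1 wt glycerol library in each ratio, rho was −0.0674 or −0.181. For the glucose relation, simulated libraries gave 0.132 (−0.00982 to 0.263) and a covariance of 0.0342, against an observed −0.0439, below that range, and 7.19e-04. With 1 wt glucose library in each ratio, rho was −0.266 (permutation p = 2e-05) or, with the replicates exchanged, a choice made after seeing the data, 0.0103 (permutation p = 0.872). Genes are not independent replicates.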

Notably, this group contains at least one tRNA for each amino acid. 

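For 14 of the 20 amino acids, the least repressed tRNA gene had a Gly:Glu ratio above 1 in wt cells. These genes include tL(UAA)L at 1.93, tG(CCC)O at 1.61, tQ(UUG)D2 at 1.59 and tA(AGC)M1 at 1.31. The first 3 stayed above 1 in every pairing of a glycerol with a glucose library. Others did not, with tE(UUC)E2 from 0.242 to 2.85 and tF(GAA)H1 from 0 to 6.08, so single libraries enter the count. The least repressed genes for the other amino acids lay below 1, with tS(CGA)C at 0.974, tN(GUU)F at 0.948, tT(UGU)H at 0.947, tI(UAU)D at 0.882, tW(CCA)P at 0.847 and tK(CUU)E1 at 0.765. Of these 20 genes, 12 had a maf1Δ:wt ratio below 1 in glucose, as did 145 of all 254 genes compared. In glycerol, where both ratios contain the wt glycerol libraries, 17 of the 20 did.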

In Figure 4C, the least affected tRNA for each amino acid is indicated in dark red. 

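The leucine gene tL(CAA)C (sacCer3 III 90859 to 90972) had 680 and 21 gene-specific reads in the wt glucose libraries and 5 and 0 in the wt glycerol libraries, a Gly:Glu ratio of 0.0611. In edgeR its log2 fold change was −3.55 (adjusted p = 0.467). In maf1Δ cells the Gly:Glu ratio was 0.939. In glucose the maf1Δ:wt ratio was 0.464, the lowest of the genes compared, and in glycerol it was 7.13. The extension beside this gene is almost free of Rpo31 reads, with 0.273 reads per 1000 reads inside the gene, where the median tRNA gene has 92.4.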

The only exception was *SUP53*, encoding tL(CAA)C, which was very insensitive to Maf1 relative to most tRNAs but was strongly repressed by transfer to glycerol at 37°C, suggesting a distinct mode of regulation. Together these findings suggest the existence of a basal subset of “housekeeping” tRNA genes. This model is consistent with conclusions based on Maf1-mediated repression of actively transcribed tRNA genes in human cells subjected to serum starvation (Orioli et al. 2016).

Analysis of the RNAPIII profiles along all tRNA genes revealed very few differences between wt and *maf1*Δ strains (see Supplemental Fig. S3; Supplemental Data Set D1). This is in contrast to the changes in total RNAPIII density and strongly indicates that Maf1, which acts during RNAPIII transcription initiation (Desai et al. 2005; Vannini et al. 2010), does not interfere with RNAPIII elongation.

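RNAPIII profiles of single tRNA genes were as alike between wt and maf1Δ cells as between replicates of a strain. In glucose, the median Pearson correlation along each of 275 nuclear tRNA genes was 0.979 between wt and maf1Δ libraries (0.967 to 0.991 over the 4 library pairs). Between the wt replicates it was 0.983 and between the maf1Δ replicates 0.974. In glycerol, 27 genes had enough reads in all 4 libraries, and the median was 0.964 between genotypes, 0.958 between the wt replicates and 0.969 between the maf1Δ replicates. Over the mature tRNA and its 5′ leader alone, the glucose value was 0.961.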

A subset of other RNAPIII transcripts was strongly increased under stress conditions (Supplemental Table S3). The most elevated was *RNA170*, transcription of which was up-regulated nearly 100-fold in a Maf1-independent manner. 

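RNA170, a noncoding RNA transcribed by RNAPIII, had the largest rise among the genes that passed the threshold. In wt cells it went from 29.3 and 11.7 RPM in glucose (131 and 10 reads) to 1448 and 3187 RPM in glycerol (670 and 141 reads). In edgeR its log2 fold change was 6.76 (standard error 0.83, adjusted p = 7.88e-05), which is 109-fold. In maf1Δ cells it went from 23.1 and 58.9 RPM to 2723 and 1906 RPM, a log2 fold change of 5.83 (standard error 0.80, adjusted p = 3.85e-04 from edgeR). The difference in response between genotypes was −0.93 (adjusted p = 0.887 from edgeR). From pooled reads the ratio was 60.4 (95% counting interval 50.4 to 72.7) in wt and 83.8 (72.2 to 97.7) in maf1Δ. In edgeR scaled to all mapped reads, RNA170 and copies of RDN37 were the only genes that rose in wt glycerol at an adjusted p under 0.05, and RNA170 was the only gene that changed in maf1Δ. RDN37-2 rose by 1.87 (standard error 0.43, adjusted p = 0.0442 from edgeR), but scaled to RNAPIII reads 1 gene was called higher, RNA170. TMM gave 7 higher genes in wt and 5 in maf1Δ, no filter on low counts 8 and 8, and DESeq2 34 and 11. The plot of levels per library shows RNA170 beside 5 other small RNA genes.

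**Figure D2:**
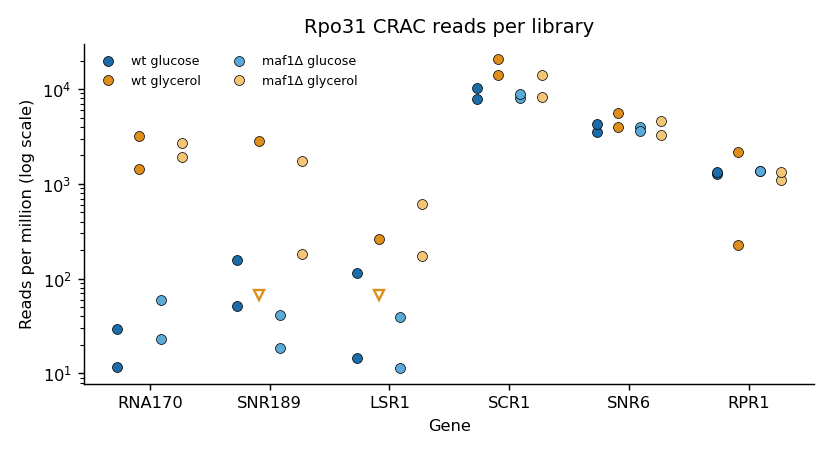
RPM (y-axis, log scale) of RNA170, SNR189, LSR1, SCR1, SNR6 and RPR1 in each of the 8 Rpo31 libraries, grouped by genotype and medium, with open triangles at the level of 3 reads where a library had 0 reads. RNA170 lies above 1000 RPM in all 4 glycerol libraries and below 100 RPM in all 4 glucose libraries.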

Surprisingly, numerous ncRNAs that are generally transcribed by RNAPII showed apparent increases in RNAPIII transcription of greater than twofold under stress conditions. These included several small nucleolar RNAs (snoRNAs), notably *SNR189* and the *LSR1* (encoding U2 small nuclear RNA). It appears that under stress conditions, these RNAs are increasingly transcribed by RNAPIII. This could reflect a loss of RNAPII transcription, increased availability of RNAPIII due to decreased tRNA expression, or a combination of these changes.

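SNR189, which encodes an H/ACA snoRNA, had 1307 reads in wt glycerol replicate 1 and 0 in replicate 2, or 2824 and 0 RPM, where 0 reads allow up to 67.8 RPM. In glucose it had 50.8 and 159 RPM. Its log2 fold change in wt was 3.79 (standard error 1.35, adjusted p = 0.22 from edgeR), and in maf1Δ, where it had 181 and 1750 RPM in glycerol, it was 5.02. LSR1 had 122 and 0 reads in wt glycerol, with a log2 fold change of 1.14 (standard error 1.64) in wt and 3.93 in maf1Δ. Neither gene passed the threshold in either genotype. Without wt glycerol replicate 1 the fitted log2 fold change of SNR189 in wt was −10.66, and without replicate 2 it was 4.76 (adjusted p = 1.14e-07 from edgeR). The 58 RNAPII-transcribed snoRNA genes tested had a median log2 fold change of 2.1 and a mean of 0.02 in wt (adjusted p = 0.442 from camera in limma). In maf1Δ their median was 1.12 and their mean −0.02, of the opposite sign. The 4 RNAPII-transcribed spliceosomal snRNA genes had a median of 1.64 in wt (adjusted p = 0.793 from camera in limma). No snoRNA or snRNA gene changed at an adjusted p under 0.05 in wt.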

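SCR1, the RNA of the signal recognition particle, had a log2 fold change of 0.95 (standard error 0.35, adjusted p = 0.22 from edgeR) from glucose to glycerol in wt cells. From pooled reads its ratio was 2.43 (95% counting interval 2.38 to 2.49) in wt and 1.14 in maf1Δ. SNR6 had a log2 fold change of 0.29 (standard error 0.42), with a pooled ratio of 1.13 (1.08 to 1.18) in wt and also 1.13 in maf1Δ. RPR1, the RNA of RNase P, had −0.09 (standard error 0.70), but 2174 and 226 RPM in the wt glycerol libraries, so its replicates differ more than the media. Its pooled ratio was 1.56 (1.46 to 1.66) in wt and 0.836 in maf1Δ. The snoRNA gene SNR52 had a log2 fold change of 0.13, but 143 and 1582 RPM in the wt glycerol libraries, and pooled reads gave a ratio of 0.365 (0.306 to 0.434), so its direction is open. ZOD1, an isolated TFIIIC-bound locus, had −1.96 (adjusted p = 0.326 from edgeR) and a pooled ratio of 0.192 (0.152 to 0.239). The 12 known RNAPIII genes other than tRNA genes had a median of 0.20 (adjusted p = 0.106 from camera in limma).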

Other known RNAPIII transcripts, including *SNR6*, *SCR1*, and *RPR1*, showed mild increases (1.4- to 1.9-fold) in apparent RNAPIII transcription following glucose withdrawal (Supplemental Table S3). These modest apparent changes may simply reflect decreased tRNA transcription, since the reads are relative to total RNAPIII binding.

### Termination RT on RNAPIII transcription units

The major termination sites on yeast tRNA genes have long been identified by the presence of oligo(U) tracts in the transcript, located 5–15 nt downstream from the 3′-end of the mature tRNA sequence (Orioli et al. 2011). Perhaps the most unexpected finding from our analyses was the identification of substantial RT transcription on many tRNA genes, typically extending 50–200 nt beyond the expected terminator (Fig. 5). 

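Read-through of RNAPIII in wt glucose ranged widely among the tRNA genes that earlier work had transcribed in vitro. SUF2, tP(AGG)C (sacCer3 III 123577 to 123648), had 26.6% ± 4.37 (SD, n = 2) and tV(AAC)M2 (XIII 420588 to 420661) had 12.6% ± 1.91. tN(GUU)K (XI 74624 to 74697) had 6.35% ± 1.08 and tN(GUU)O1 (XV 228331 to 228404) had 5.77% ± 1.97. IMT4, the initiator methionine gene tM(CAU)E (V 100133 to 100204), had 5.32% ± 1.45, and tS(AGA)E (V 86604 to 86685) had 5.21% ± 0.181. tL(CAA)L (XII 628383 to 628497) had 2.66% ± 0.804 and tN(GUU)C (III 127716 to 127789) had 0.700% ± 0.0295. Read-through is the share of reads from 15 nt upstream of the mature tRNA onward that lie more than 15 nt past its 3′ end. In tN(GUU)O1, 17.4% of the extension overlaps other annotated genes.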

The RT distribution detected in vivo using CRAC was quite different from previous analyses of in vitro transcription (see Discussion) (Table 1; Braglia et al. 2005).

**Figure 5.**
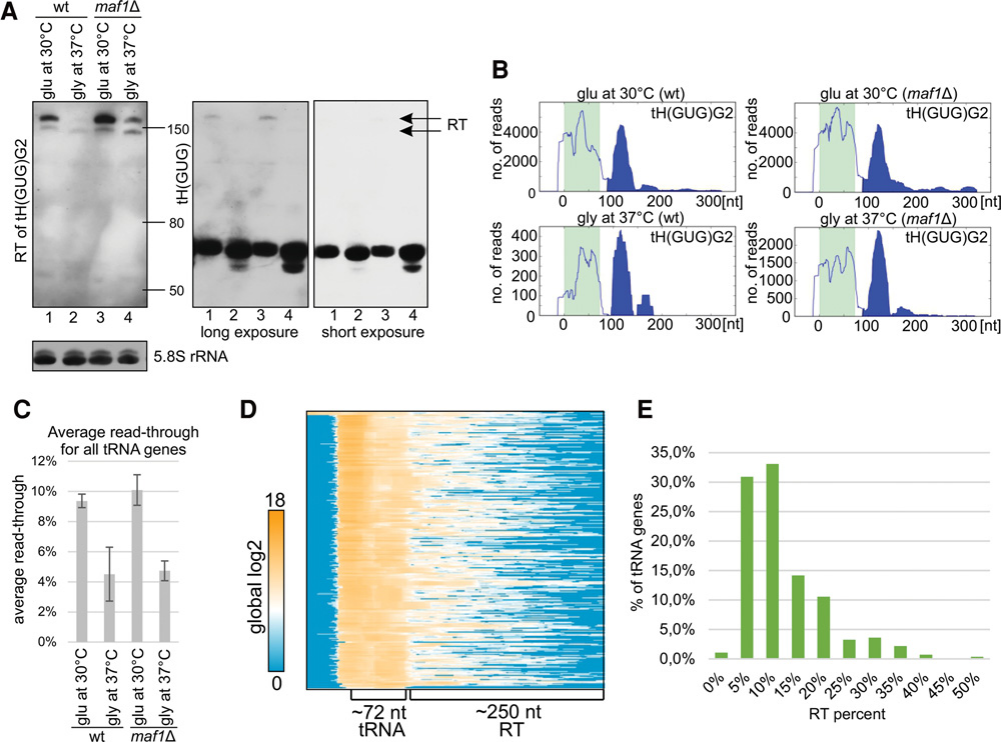
Transcription termination read-through (RT) by RNAPIII. (*A*) Northern blotting reveals extended transcripts from gene tH(GUG)G2 (*left*). Total RNA extracts were analyzed by Northern blotting using probes specific to the RT sequence 54 nt downstream from the tRNA (*left*), within tH(GUG) (*right*), and 5.8S rRNA (loading control). Extended forms are of low abundance relative to mature tH(GUG). (*B*) Distribution of read density over gene tH(GUG)G2 under conditions presented in *A*. These CRAC results are consistent with the Northern blot but indicate the instability of extended transcripts. (*C*) Average RT levels for all nuclear tRNA genes. RT was calculated for each gene under indicated conditions separately, and average RT values for all nuclear tRNA genes are presented. (*D*) Heatmap for all nuclear tRNA genes, with 50-nt 5′ flanks and 250-nt 3′ flanks, clustered using the 1-Pearson coefficient. Hits intensity is presented as log2 of global values. Regions of mature tRNA genes and RT are labeled. (*E*) Histogram showing distribution of RT among all tRNA genes.

**Table 1.**
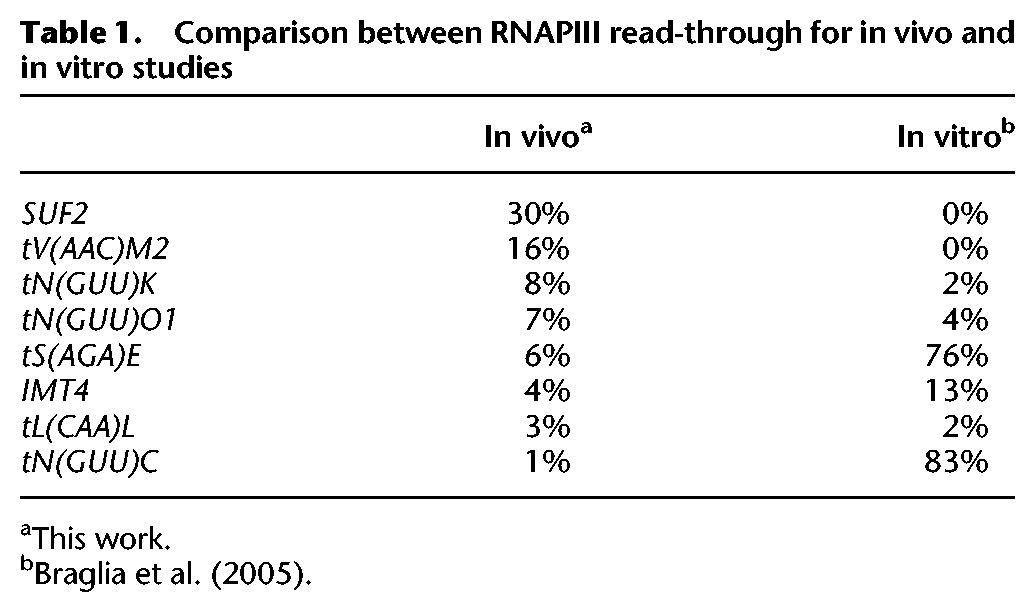
Comparison between RNAPIII read-through for in vivo and in vitro studies

To confirm the CRAC data and test whether RNAPIII generates the expected long, continuous transcripts, we performed Northern hybridization for tRNAs showing high RT levels (Fig. 5A; Supplemental Fig. S5A–C). Probes specific for mature tRNA and extensions were used to assess the presence of 3′ extended pre-tRNA transcripts and estimate ratios between mature and 3′ extended tRNAs. Clear RT bands were identified using tRNA-specific probes for tH(GUG) (Fig. 5A), tE(UUC), tK(UUU), and tY(GUA) (Supplemental Fig. S8A–C). The RT bands were generally less strong for yeast grown on glycerol medium at 37°C, presumably due to down-regulation of RNAPIII. RT products from the tH(GUG)G2 and tK(UUU)O genes were detected using a specific probe, against regions 54 nt 3′ to the mature tH(GUG)G2 (Fig. 5A, left) and 40 nt 3′ to the mature tK(UUU)O (Supplemental Fig. S8B). The abundance of the extended transcripts relative to mature tRNAs (Fig. 5A, right) was substantially lower than the degree of RT seen in the CRAC analyses (Fig. 5B), indicating they are rapidly processed or degraded (see below). 

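tH(GUG)G2 (sacCer3 VII 319781 to 319852) had a read-through of 36.0% ± 2.28 (SD, n = 2) in wt glucose and 41.0% ± 6.94 in wt glycerol. In maf1Δ cells it had 35.8% ± 2.66 and 35.4% ± 5.09. Its replicate values overlap between the media. tK(UUU)O (XV 438643 to 438738) had 7.91% ± 0.659 in wt glucose and 0% in both wt glycerol libraries, where 0 of 1496 reads allow up to 0.201%. In maf1Δ cells tK(UUU)O had 8.93% ± 4.15 in glucose and 2.87% ± 1.12 in glycerol.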

The RT transcripts were not previously recognized as pre-tRNAs, probably due to the combination of their lengths and low abundance.

To identify features associated with RT efficiency, RT levels were calculated for each individual gene. This was defined by the ratio between the number of reads mapping to extensions (regions >15 nt 3′ to the mature tRNA) to total pre-tRNA reads (from −15 nt 5′ to the mature tRNA gene to the 3′-end of the RT product). 

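Averaged over nuclear tRNA genes, read-through was 9.76% ± 0.351 (SD, n = 2) in wt cells on glucose at 30°C and 11.4% ± 1.32 in maf1Δ cells on glucose. Across the 275 genes, read-through in the wt glucose replicates had a Pearson correlation of 0.915, and the wt and maf1Δ means had one of 0.943. Read-through was calculated per gene with at least 50 reads, from coverage from 15 nt upstream of the mature tRNA to 250 nt past its 3′ end. Among reads found at a single tRNA gene, which favor the flanks, the wt glucose mean was 25.4%.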

Average RT levels for all tRNA genes were >10% in strains growing under permissive conditions (Fig. 5C). RT decreased following transfer to repressive conditions but was unaffected by the loss of Maf1, consistent with elongation being independent of Maf1. 

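In glycerol at 37°C the mean read-through was 3.93% ± 0.0831 (SD, n = 2) in wt and 4.8% ± 0.940 in maf1Δ cells. Over both genotypes it fell by 6.2 percentage points, from 10.6% to 4.37%, with no overlap between 4 glucose and 4 glycerol libraries (exact permutation test, two-sided, p = 0.0286, the smallest possible). When each distinct mapped interval counted once, the difference was −2.52 points (exact p = 0.743). That value compares unlike sets of genes, since a wt glycerol library then kept as few as 5 genes, against 275 in wt glucose. The maf1Δ libraries averaged 8.09% and the wt libraries 6.85% (exact p = 0.514). Gene by gene in wt, 259 of 275 genes had relatively fewer extension reads in glycerol in edgeR, and 15 genes fell and 0 rose at an adjusted p under 0.05. All 15 had 0 extension reads in wt glycerol. With the extension taken from 25 nt 1 gene passed, and of 28 genes with at least 10 reads in both regions in every library 2 did. Without either maf1Δ glycerol library, 115 genes passed the threshold, and without wt glycerol replicate 1 or any 1 glucose library, 0 did. tV(CAC)D (sacCer3 IV 1075472 to 1075544) went from 13.0% ± 1.95 in glucose to 0 of 1446 reads, at least 60.5-fold lower than its share of 12.5% in pooled glucose reads. tL(UAA)J (X 424432 to 424515) went from 7.09% ± 1.74 to 0 of 2128 reads, also at least 60.5-fold lower than its pooled 8.52%. tD(GUC)J2 (X 355456 to 355527) went from 19.8% ± 0.321 to 0 of 912 reads, at least 61.3-fold lower than its pooled 20.2%. In maf1Δ cells 269 genes were lower and 0 passed the threshold in edgeR (24 at an unadjusted p < 0.05). Between maf1Δ and wt, edgeR passed 0 genes in glucose (1 at an unadjusted p < 0.05) and 0 in glycerol (32). Planted 16-fold changes in extension reads were recovered for 65.0% of genes, and 4-fold changes for 15.0%.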

To visualize the overall frequency of transcriptional RT under permissive growth conditions, a global log2 heatmap is presented for all tRNA genes (Fig. 5D).

Even genes with relatively high RT levels showed a sharp drop in RNAPIII density following the 3′-end of the mature tRNA (Fig. 2B; Supplemental Fig. S8D), indicating that transcription termination generally occurs at canonical termination signals. However, the range of RT levels (Fig. 5E; Supplemental Fig. S8E) shows that the efficiency of canonical termination is highly variable. 

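Read-through of single tRNA genes in wt glucose ran from 0% to 45.9%, with a median of 7.57% and quartiles of 4.03% and 12.9%. The glutamate gene tE(UUC)E2 (sacCer3 V 354934 to 355005) had the highest value, 45.9% ± 5.5 (SD, n = 2), and kept 18.6% ± 12.2 in wt glycerol. The other glutamate genes ran from 3.92% upward, with 36.7% ± 4.15 for tE(UUC)G1, 33.9% ± 2.53 for tE(UUC)E1 and 31.9% ± 4.43 for tE(UUC)G3. tR(UCU)D had 33.4% ± 3.88, but 14.0% when other annotated genes in its extension were left out. At the other end, tM(CAU)C and tK(CUU)C had 0%, tD(GUC)N 6.52e-04% and tL(CAA)C 0.00584%. The flanks of these genes drew almost no Rpo31 reads on any side.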

To identify features associated with efficient termination, we compared genes showing different levels of RT (Fig. 6A; Supplemental Fig. S8F). As expected, RT levels were negatively associated with the length of the oligo(U) tract at the canonical termination site. Genes showing higher RT have a clear tendency to have weaker canonical termination signals over the 50 nt 3′ to the mature tRNA sequence (Fig. 6A). This also indicated that effective canonical termination of RNAPIII in vivo needs terminators stronger than a 6U tract. Moreover, for genes with >25% RT, >60% have 6U tracts as the longest termination signal, whereas for genes with <5% RT, 60% have 8U tracts. 

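Genes with shorter U runs in the 50 nt past the mature tRNA had higher read-through in wt glucose. Mean read-through was 31.1% (SD across genes 1.60) for the 4 genes with no run above 3U, 14.1% (SD 9.47) for 30 genes with 5U and 12.2% (SD 9.34) for 75 genes with 6U. It was 9.64% (SD 6.03) for 84 genes with 7U, 7.05% (SD 5.27) for 39 genes with 8U, 3.74% (SD 2.23) for 17 genes with 9U and 2.71% (SD 1.83) for 11 genes with 10U. Across 275 genes, rho between the longest run and read-through was −0.466 and Pearson's r −0.438 (permutation p = 1e-05 for each, the smallest possible and the same after adjustment over this relation and that with duplex stability). In the first 30 nt past the mature tRNA rho was −0.388, and in the first 20 nt −0.250. In maf1Δ glucose rho was −0.472. The 4 genes without a run above 3U, looked up after their values were seen, are tR(UCU)B, tR(UCU)D, tR(UCU)J1 and tR(UCU)J2, and 28.8% of the extension of each lies in another annotated gene. With other annotated genes left out their mean read-through was 10.9%, lower than the 14.1% of 5U genes, and rho was −0.447. Genes are not independent replicates.

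**Figure D3:**
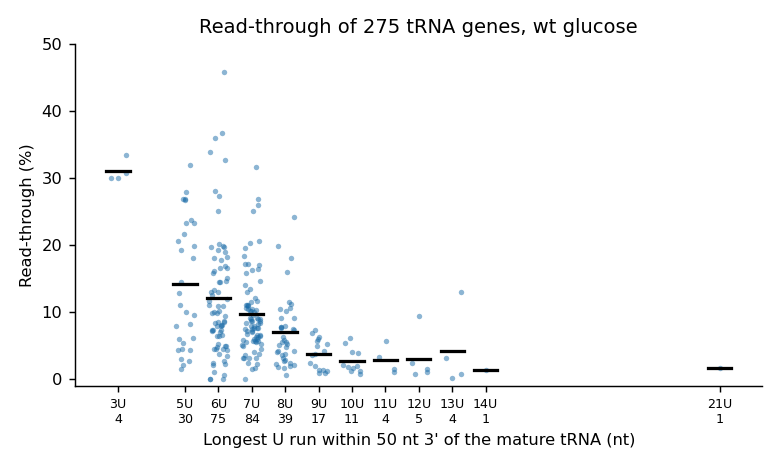
Read-through in wt glucose in percent (y-axis, mean of 2 libraries) for each of 275 nuclear tRNA genes (dots) by the longest U run in the 50 nt past the mature 3′ end (x-axis), with a bar at the mean of each run length. The means go down from 14.1% at 5U to 2.71% at 10U and are 2.84%, 3.01% and 4.21% at 11U, 12U and 13U. The 4 genes at 3U, with a mean of 31.1%, have another gene in their extension.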

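Of the 21 tRNA genes with at least 25% read-through, 17 (81%) had a longest run of 6U or less, 8 of them (38.1%) exactly 6U, and none had 8U or more. Of the 87 genes under 5%, 48 (55.2%) had 8U or more, 16 of them (18.4%) exactly 8U, and 28.7% had 6U or less. The odds of a run of 6U or less were 10.5 times higher in the first group (Fisher's exact test, two-sided, p = 2.36e-05). For 8U or more the exact p was 7.33e-07. The median longest run was 6U in the first group and 8U in the second.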

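Across the 275 nuclear tRNA genes the longest U run within 50 nt was 7U in 30.5%, 6U in 27.3%, 8U in 14.2% and 5U in 10.9% of genes. Where a run of 5U or more was present, the first one started at a median of 4 nt past the mature 3′ end, and 265 of 271 first runs (97.8%) started within 15 nt.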

The most common poly(U) tracts within 50 nt 3′ to the mature sequence across all tRNA gene terminators are 7U and 8U. 

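Among 144 tRNA genes with a first terminator of 5U or 6U, read-through in wt glucose depended on what follows in the next 40 nt. Where a run of 7U or more followed, mean read-through was 5.51%, and 6 of 40 genes (15.0%) had 10% or more. With a run of 4U to 6U it was 9.93%, with 22 of 61 genes (36.1%) at 10% or more. Where none followed it was 16.4%, with 29 of 43 genes (67.4%). Genes without a strong second terminator had 5.45 times the odds of a read-through of 10% or more (Fisher's exact test, two-sided, p = 1.37e-04). The order was the same for 5U genes, with means of 5.45%, 10.8% and 18.8%, and for 6U genes, with 5.57%, 9.29% and 15.3%. Without wt glucose replicate 2 the odds ratio was 2.84 (exact p = 0.0135).

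**Figure D4:**
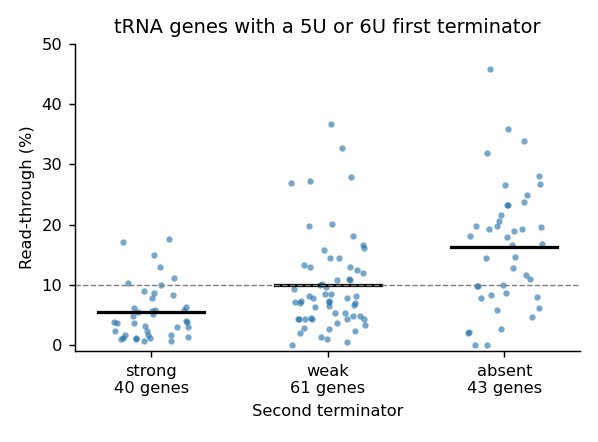
Read-through in wt glucose in percent (y-axis, mean of 2 libraries) of 144 nuclear tRNA genes with a first terminator of 5U or 6U, 1 dot for each gene, by class of second terminator (x-axis), with a dashed line at 10%. Of the genes without a second terminator, 29 of 43 lie at or above the line, against 6 of 40 with a strong one.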

Analysis of 3′-extensions revealed that genes with high RT levels also lack a second canonical termination signal within the next 40 nt (Fig. 6B).

**Figure 6.**
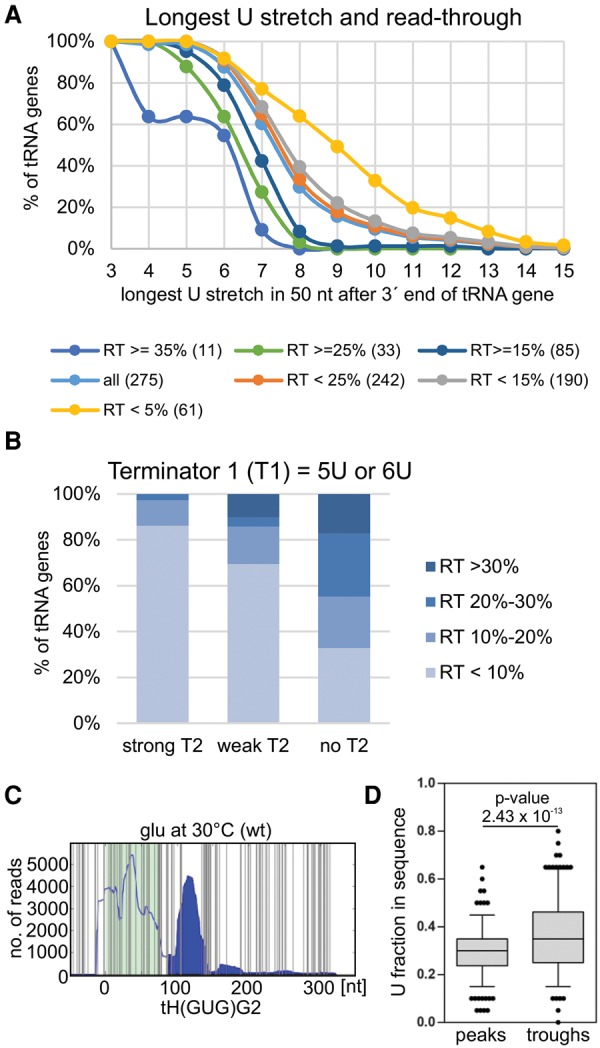
Canonical and noncanonical RNAPIII termination signals. (*A*) Read-though (RT) level depends on the strength of the canonical termination signal. Cumulative plot showing distribution of the longest U stretch within 50 nt downstream from the tRNA 3′-end. All tRNA genes were divided according to RT level (<5%, <15%, <25%, >15%, >25%, and >35%). Numbers of genes are presented in parentheses. (*B*) A weak first (canonical) terminator (T1) is often supported by a second terminator (T2). Analysis of secondary termination signal in a 40-nt range from first termination signal for weak terminators T1 = 5U and T1 = 6U. The second terminator is classified as strong (more than 6U), weak (less than 6U), or absent (no clear T2). (*C*) Uracil abundance is a noncanonical termination signal within read-through regions. Hit distributions along tH(GUG)G2 with all U nucleotides marked (vertical gray lines) revealed a correlation between U frequency and RNAPIII transcription/termination. Green background indicates the exon position(s). Filled area indicates RNAPIII read-through. (*D*) Boxplot and line plot showing the distribution of uracil abundance in peaks and following troughs within RT. The first, canonical termination sites were excluded from this analysis. *P*-value = 2.43 × 10^−13^ was calculated using Wilcoxon test for peaks with average reads above 300 and considering a 20-nt region comprising 10 nt before and 10 nt after each peak/trough.

Within the 3′-extensions, a clear negative correlation was seen between RNAPIII density and the frequency of U residues. Figure 6C and Supplemental Figure S6A present hit distributions across RT regions with the U residues indicated. A low frequency of U residues was correlated with accumulation of RNAPIII, even 100–150 nt downstream from the canonical termination site. We confirmed these findings by statistical analysis of U enrichment within peaks and troughs in the RNAPIII density in the RT region. The canonical terminator was excluded from this analysis to avoid biasing the outcome. The results were highly significant (see legend to Fig. 6D). A box-and-whisker plot (Fig. 6D) clearly shows that U residues are more abundant within regions showing RNAPIII density minima (troughs). This was unexpected because oligo(U) tracts were reported to be associated with transcription pausing by RNAPIII (for review, see Arimbasseri et al. 2013). 

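Troughs of RNAPIII density past the first terminator were richer in U than the peaks before them. Over 94 pairs of a peak and its following trough in 77 tRNA genes in wt glucose, U made up 35.4% (SD 15.9) of 20 nt around troughs and 28.6% (SD 9.41) around peaks, a difference of 6.86 percentage points (Wilcoxon signed-rank test, p = 3.88e-04, permutation p = 1.4e-04). The trough held more U in 57 pairs, the peak in 28, and 9 pairs were equal. With pairs averaged per gene the difference was 7.69 points (permutation p = 1.9e-04), with more U in troughs in 47 of the 77 genes. Peaks from 51 to 100 nt past the mature 3′ end made up 49 pairs, with a difference of 8.67 points, and peaks from 1 to 50 nt 35 pairs, with 5.71 points. Only 10 pairs lay beyond 100 nt. In 50 nt windows, which the paper used as negative controls, the difference was 1.96 points (permutation p = 0.221). Without wt glucose replicate 1 it was 15.0 points over 11 pairs. Pairs within a gene are not independent. The paper proposes, as speculation, that RNAPIII may quickly lose the nascent transcript at U-rich sequence.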

We speculate that on encountering a U-rich region, the nascent transcript may be rapidly lost from RNAPIII, perhaps due to the low stability of oligo(dA:rU) regions. However, the polymerase may remain transiently bound to the DNA, perhaps stabilized by the interactions with the dT sequence of the nontemplate strand (Arimbasseri and Maraia 2015). Since CRAC relies on RNA crosslinking, these polymerases would not be detected, giving rise to the observed RNAPIII density minima. Additionally, RNAPIII bound at these sites might transiently block elongation by subsequent polymerase molecules, potentially generating the upstream peaks in density.

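In wt glucose, 11 nuclear tRNA genes of 5 isotypes had a read-through of 30% or more, among them tQ(UUG)B (sacCer3 II 350827 to 350898) with 32.7% ± 2.05 (SD, n = 2) and tG(GCC)F2 (VI 180974 to 181044) with 31.7% ± 2.64. Of the 11 genes, 4 are tR(UCU) genes with another gene in their extension, and with other annotated genes left out 7 genes of 4 isotypes had 30% or more. A read-through of 25% or more was found for 21 genes of 10 isotypes, and 35% or more for 3 genes. At 15% or more there were 58 genes of 16 isotypes, and at 5% or less 87 genes of 19 isotypes. With reads found at a single tRNA gene, which favor the flanks, 79 genes of 17 isotypes had 30% or more and 147 genes of 20 isotypes had 15% or more.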

The greatest RT was seen for a subset of tRNA isotypes (Supplemental Fig. S9B); RT >30% was observed for 20 genes representing 10 isotypes (Supplemental Fig. S8D). However, RT >15% was seen for 85 genes representing all isotypes, indicating only limited isotype dependency.

Formation of a RNA:DNA duplex (R-loop) facilitates termination by RNAPII (Komissarova et al. 2002; Skourti-Stathaki et al. 2014), suggesting that this might also be the case for RNAPIII. We therefore assessed the propensity for R-loop formation over the 20 nt downstream from each mature tRNA by comparison of the predicted ΔG for DNA/DNA and RNA/DNA duplexes (Supplemental Fig. S9C). Across all tRNA genes, no significant correlation between RT and ΔG was detected (Supplemental Fig. S9C, left). However, a weak tendency toward R-loop formation was observed for isotypes with the highest RT (RT > 25%) (Supplemental Fig S6C, right) relative to other genes (Supplemental Fig S9C, middle). 

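Across the 275 nuclear tRNA genes, genes with higher read-through in wt glucose had a lower predicted ΔΔG, the free energy of the RNA:DNA duplex minus that of the DNA duplex over the 20 nt past the mature tRNA. Pearson's r was −0.349 (permutation p = 1e-05, the smallest possible and the same after adjustment over the 2 relations with sequence). Over 50 nt Pearson's r was −0.502. With the longest U run held constant, a choice made after seeing the data, the partial rank correlation was −0.287 over 20 nt and −0.387 over 50 nt. Mean ΔΔG was 5.42 kcal/mol (SD across genes 1.99). Duplex energies came from nearest-neighbor tables, and genes are not independent replicates.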

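The 21 tRNA genes with a read-through of 25% or more had a mean ΔΔG of 4.41 kcal/mol, against 5.51 kcal/mol in the 254 genes under 25%. The difference was −1.10 kcal/mol (permutation test across genes, two-sided, p = 0.0157), so RNA:DNA duplexes were relatively more stable past the genes with the highest read-through. Over 50 nt the means were 3.79 and 7.81 kcal/mol. With other annotated genes left out of the extension, an alternative chosen after seeing the data, the difference was −1.14 kcal/mol (permutation p = 0.0230) with 17 genes at 25% or more.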

We further sought to identify structural features that potentially facilitate termination. In silico analysis using RNA folding software failed to identify consistent correlations between the predicted presence or stability of structural elements in the nascent transcript and RT efficiency.

Altogether, oligo(U) tract length and uracil frequency were the only features in tRNA 3′ flanking regions that were consistently correlated with transcription RT levels in vivo.

### Surveillance of 3′ pre-tRNA extensions

The extended pre-tRNA species were not previously reported from RNA expression analyses in *S. cerevisiae*, and data in Figure 5A and Supplemental Fig. S5A–C also indicate their low steady-state levels, suggesting that they may be relatively unstable. Pre-tRNAs represent major targets for the nuclear surveillance machinery (Wlotzka et al. 2011; Gudipati et al. 2012; Schneider et al. 2012). To determine whether these 3′-extended RNAs are specifically targeted by the nuclear surveillance system, we analyzed CRAC data for known surveillance factors: Nab2, Mtr4, Rrp6, Dis3, and Rat1 (Fig. 7). 

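Nab2, a nuclear poly(A) RNA binding protein, Dis3, the catalytic nuclease of the exosome, Dis3-exo, its mutant without exonuclease activity, Rrp6, the second nuclease of the nuclear exosome, and Mtr4, its RNA helicase, were each analyzed by CRAC in 2 libraries. The mapped reads were 1050786 and 1372308 for Nab2, 563454 and 941748 for Dis3, 1085440 and 5340467 for Dis3-exo, 1134507 and 630417 for Rrp6 and 3667587 and 2082882 for Mtr4. Over the 275 nuclear tRNA genes with their flanks, Nab2 had 77865 and 82438 reads, Dis3 15967 and 22238, Dis3-exo 43967 and 211751, Rrp6 61639 and 42670 and Mtr4 242968 and 191152. The authors collapsed and mapped these reads as for Rpo31, but trimmed them with default settings and without the filter for the 3′ adaptor. For Nab2 the paper also gives a separate temperature for the enzymatic steps. The longest Nab2 reads had 103 and 102 nt, and 100% of the reads listed for Nab2 were mapped. Mean read lengths were 39.6 and 45.9 nt for Nab2, and between 28.0 and 32.3 nt for the other proteins. Reads over 40 nt made up 40.9% and 48.4% of the Nab2 reads. Binding to the extensions was compared with that of Rpo31 in wt glucose, both as a share of all reads over tRNA units and gene by gene. Rat1 and RNAPII were not analysed here.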

To compare binding profiles, full-length tRNA transcription units were annotated using the RNAPIII CRAC data (Fig. 7A) to limit background from RNAPII transcription, which is present at low levels throughout the genome (Fig. 7B; Holmes et al. 2015; Milligan et al. 2016).

**Figure 7.**
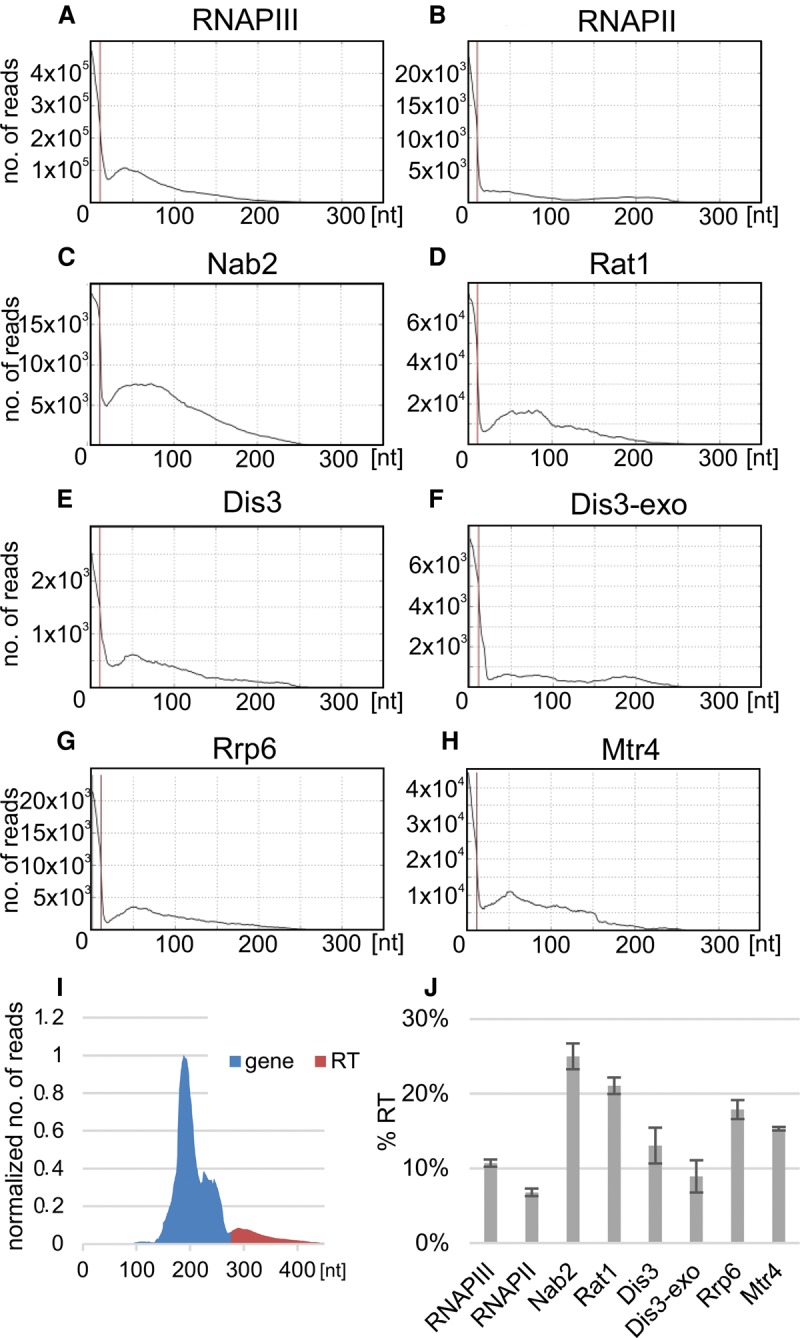
Genome-wide analysis of surveillance factors and its role in targeting transcriptional read-through of tRNA genes. Genome-wide profile of nuclear tRNA transcripts aligned to mature 3′-ends. Genome-wide hit distributions are shown for (*A*) RNAPIII (Rpo31), (*B*) RNAPII (Rpo21) (Holmes et al. 2015), (*C*) Nab2, (*D*) Rat1 (Granneman et al. 2011), (*E*) Dis3, (*F*) Dis3-exo, (*G*) Rrp6, and (*H*) Mtr4. (*I*) Schematic representation of genome-wide profile divided into gene and RT fragments. The frequency of binding to RT regions was calculated as RT fraction divided by total number of reads (gene plus RT). (*J*) Histogram showing frequency of binding to RT regions (in percentages) relative to total tRNA for genome-wide profiles.

The RNA binding protein Nab2 is involved in surveillance (Schmid et al. 2012) and RNAPIII transcription (Reuter et al. 2015). Nab2 interacts directly with RNAPIII and TFIIIB at the 5′-end of tRNA genes (Reuter et al. 2015) and may couple transcription initiation and surveillance. 

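Nab2 had 28.1% ± 4.87 (SD, n = 2) of its reads over nuclear tRNA genes in the 3′ extensions, against 9.41% ± 0.510 (SD, n = 2) for Rpo31 in wt glucose. Far from the gene, from 100 to 250 nt past the mature 3′ end, lay 9.26% and 11.8% of the Nab2 reads and 2.16% and 2.5% of the Rpo31 reads. Both Nab2 libraries lay above both Rpo31 libraries (exact permutation test, two-sided, p = 0.333, the smallest p that 2 libraries against 2 allow). At single genes, Nab2 had 41.4% in the extension of tH(GUG)G2, 27.9% in that of SUF2 and 63.5% in that of tN(GUU)K. In edgeR 239 of 275 genes had relatively more Nab2 reads in the extension, but 0 genes passed the threshold and 39 had an unadjusted p < 0.05. Among 18 genes with at least 10 reads in each region and library, 9 passed. Restricted to reads of up to 40 nt, the Nab2 share was 35.5%. With other annotated genes left out the Nab2 share was 27.1%, but RNAPII transcripts outside annotated genes would stay in the window. The Nab2 libraries differ from the Rpo31 libraries in preparation as well as in protein, and these cannot be told apart.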

In our analysis, Nab2 binding to tRNA 3′-extension was clearly elevated (Fig. 7C). Binding to 3′ extended pre-tRNAs was also observed for Rat1 (Fig. 7D), the major 5′-exonuclease for tRNA surveillance (Chernyakov et al. 2008), and for Dis3 (Fig. 7E), the major exosome-associated nuclease with 3′-exonuclease and endonuclease activities. Greatly reduced binding was seen for a Dis3 mutant lacking exonuclease activity (Dis3-exo) (Fig. 7F), and lower binding was also seen for the other exosome-associated nuclease Rrp6 (Fig. 7G). 

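Dis3 had 14.7% ± 1.63 (SD, n = 2) of its tRNA reads in the 3′ extensions, and Dis3-exo had 9.94% ± 2.49 (SD, n = 2). The difference, Dis3-exo minus Dis3, was −4.78 percentage points (exact permutation test, two-sided, p = 0.333, the smallest possible). With each distinct mapped interval counted once the order was reversed, with 14.2% for Dis3-exo and 11.6% for Dis3. Gene by gene, 0 of 275 genes differed between them in edgeR and 12 had an unadjusted p < 0.05. Over 18 genes with at least 10 reads in each region and library, 16 had relatively fewer extension reads for Dis3-exo, and 4 of the lower and 1 of the higher genes passed. Rrp6 had 17.3% ± 2.04 (SD, n = 2), and 11.7% with distinct intervals. At SUF2 the extension held 27.9% of Dis3, 64.3% of Dis3-exo and 36.4% of Rrp6 reads. At tH(GUG)G2 it held 12.9%, 54.0% and 40.4%. Compared with Rpo31 in wt glucose, no gene passed edgeR's threshold for Dis3 (13 at an unadjusted p < 0.05), Dis3-exo (17) or Rrp6 (50). Tested over the 18 genes with at least 10 reads in each region and library, 3 genes passed for Dis3, 1 for Dis3-exo and 11 for Rrp6, all with relatively more reads in the extension than Rpo31. From 100 to 250 nt past the mature 3′ end lay 5.96% and 4.09% of Dis3, 4.67% and 6.91% of Dis3-exo and 7.03% and 6.29% of Rrp6 reads.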

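Mtr4 had 15.0% ± 0.325 (SD, n = 2) of its tRNA reads in the 3′ extensions, with 5.59% and 5.60% of reads from 100 to 250 nt past the mature 3′ end. At tE(UUC)E2 the extension held 58.5% of Mtr4 reads, at tH(GUG)G2 65.0% and at SUF2 39.5%. At tL(CAA)L and IMT4 it held none. No gene differed from Rpo31 in wt glucose in edgeR, with 40 at an unadjusted p < 0.05. Over the 18 genes with at least 10 reads in each region and library, 6 passed, all higher for Mtr4. With distinct intervals the Mtr4 share was 10.5%.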

The major nuclear cofactor for the exosome is the RNA helicase Mtr4, which was also bound to tRNA 3′-extensions (Fig. 7H). The relative association of different factors with tRNA 3′-extensions was determined by comparing binding to the RT regions with total tRNA, in genome-wide profiles (Fig. 7I,J).

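In both libraries of Nab2, Dis3, Rrp6 and Mtr4, the 3′ extensions took a larger share of tRNA reads than in either Rpo31 library of wt glucose. The differences from Rpo31 were 18.6 percentage points for Nab2, 7.85 for Rrp6, 5.60 for Mtr4 and 5.30 for Dis3. For Dis3-exo the difference was 0.523 points (exact permutation p = 1) and the replicates lay on both sides of Rpo31. The order of the means, from Nab2 over Rrp6, Mtr4 and Dis3 to Dis3-exo, was the same when each gene weighed alike. With distinct intervals it was Nab2, Dis3-exo, Rrp6, Dis3 and Mtr4, where Rrp6 and Dis3 lay within 0.412 and 0.357 points of Rpo31 and Mtr4 was lower by 0.732 points. In the exact test a pair of libraries against a pair cannot give a p under 0.333. From the binding of these factors to the extensions, the paper concludes that 3′-extended pre-tRNAs are bound by the nuclear surveillance machinery, which it offers as a possible reason for their low levels.

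**Figure D5:**
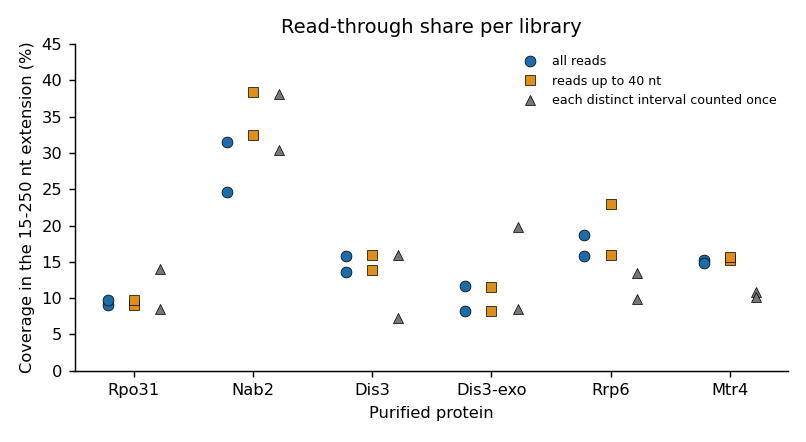
Share of tRNA reads that lie in the 3′ extension in percent (y-axis) for each library of Rpo31 in wt glucose, Nab2, Dis3, Dis3-exo, Rrp6 and Mtr4 (x-axis) under 3 ways of counting. Nab2 lies highest under each of them, at 28.1% as the mean of all reads.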

We conclude that 3′-extended pre-tRNAs are bound by the nuclear RNA surveillance machinery, potentially explaining their low steady-state levels.

## Discussion

Here we report the analysis of localization of actively transcribing RNAPIII by UV crosslinking to the nascent transcripts. A similar approach was recently applied to characterize RNAPII transcription (Holmes et al. 2015; Milligan et al. 2016). The data analysis applied here was similar to reported NET—seq analyses for RNAPII (Mayer et al. 2015; Nojima et al. 2015), with selection for short reads containing native 3′-ends. The RNAPIII binding sites identified were reproducible between experiments and included all previously reported RNAPIII transcription units. In addition, we identified novel RNAPIII transcription units, including transcripts generated from within the rDNA repeats, two of which were verified by Northern hybridization.

The CRAC analysis revealed notably uneven distribution of RNAPIII across transcription units. Pre-tRNA genes predominantly showed a strong 5′ peak and a weaker peak close to the 3′-end of the mature tRNA. A similar strong 5′ peak for tRNA genes was observed in recent work using biotin-based genomic run-on (BioGRO) (Jordan-Pla et al. 2015). The BioGRO technique is quite different from CRAC and does not involve PCR amplification step, so the similar conclusions support the reliability of tRNA metaprofiles presented here. The 3′ peak was also observed in BioGRO, but only in the longer intron-containing tRNA genes (Jordan-Pla et al. 2015), probably due to lower spatial resolution relative to CRAC. We interpret these RNAPIII peaks as representing regions where RNA binding is favored because the polymerase shows a decreased elongation rate and/or transient pausing. This could reflect many features, but comparison of peaks to the locations of the internal promoter elements suggests that transcription factors bound at these sites may contribute to decreased elongation. The 5′ peak of RNAPIII crosslinking was located at the beginning of the A box and the 3′ peak at the beginning of the B box (Fig. 2H,I). The transcription factor TFIIIC binds to both the A and B boxes (Acker et al. 2013), and in vitro studies indicate that TFIIIC–DNA interactions must be disrupted during RNAPIII elongation (Bardeleben et al. 1994). The complex of TFIIIB and TFIIIC on tRNA genes occupies a DNA length similar to that of nucleosomes, which are absent from tRNA genes (Nagarajavel et al. 2013). TFIIIC association with DNA increases during repression, and it has been proposed that in addition to its activity as transcription factor, TFIIIC occupies tRNA and other genes during transitions in RNAPIII activity (Arimbasseri et al. 2014b). We speculate that TFIIIC binding to the A and B boxes helps form a physical barrier in the chromatin that transiently interferes with RNAPIII elongation.

Following its recruitment by TFIIIB, RNAPIII becomes part of a closed preinitiation complex at the transcription start site (Vannini and Cramer 2012). Subsequent promoter melting and the initiation-to-elongation transition involve major conformational changes of RNAPIII, which likely enhance its processivity (Fernandez-Tornero et al. 2010). On highly transcribed genes, a prominent 5′ peak was observed close to the transcription initiation site (Fig. 2E), suggesting that initiation site clearance, i.e., dissociation from transcription factors, may be rate-limiting during RNAPIII transcription.

Analysis of changes in tRNA transcription identified a subset of genes that showed low response to either nutrient shift or loss of the transcription repressor Maf1. This group included tRNAs for each amino acid and potentially represents a basal subset of “housekeeping” tRNA genes. Notably, this conclusion is consistent with the profile of Maf1-mediated repression of actively transcribed tRNA genes in human cells subjected to serum starvation (Orioli et al. 2016). Recruitment of human RNAPIII was down-regulated at the majority of genes in a Maf1-dependent manner but was not significantly changed at 49 of 622 tRNA loci, which were therefore referred to as showing “stable” RNAPIII occupancy following serum starvation. As in yeast, the “housekeeping” human genes included representatives of most tRNA isotypes. Under stress conditions, we also observed increased RNAPIII transcription on a number of RNAPII genes encoding small ncRNAs. It is conceivable that RNAPIII provides a “backup” expression system under conditions that impair RNAPII activity.

RT of the canonical termination sites on tRNA genes emerged as a surprisingly prevalent feature of RNAPIII transcription. The resulting 3′-extensions were confirmed by Northern hybridization. Previous studies showed that human RNAPIII occupies regions downstream from the 3′-ends of many tRNA genes (Canella et al. 2010; Orioli et al. 2011). Analyses of the human genome further suggested the presence of terminators located ≥50 nt from the 3′-ends of tRNA coding sequences, in addition to terminator RT (Orioli et al. 2011). In *Schizosaccharomyces pombe* strains lacking the mediator complex subunit Srb2 (commonly known as Med20), RT tRNA transcripts are adenylated and targeted for degradation by the exosome (Carlsten et al. 2015). It seems likely that RT of canonical termination sites is a feature of RNAPIII in many systems.

A run of six U residues in the nascent transcript was previously defined as the termination signal in yeast RNAPIII genes (for review, see Arimbasseri et al. 2013). However, our analysis revealed that in vivo termination is significantly more effective with 7U–8U (Fig. 6A). We also sought to identify features that correlated with downstream termination sites on RT transcripts, including sequence context, predicted secondary structure, and spacing between short terminators. The most consistent correlation with transcription termination was seen for the frequency of U residues (Fig. 6D). Notably, uracil abundance was significantly greater at sites identified as troughs in the RNAPIII density, suggesting that these also correlate with termination in the 3′-extended regions.

Recent work suggested that RNAPIII pauses and backtracks on termination signals, with termination facilitated by a structural element in the nascent transcript (Nielsen et al. 2013), whereas a subsequent study found termination to be independent of transcript terminator–proximal RNA structure (Arimbasseri et al. 2014a). In our analysis (Supplemental Fig. S9C), we found no clear evidence for effects of structural elements on RNAPIII termination.

Extended tRNA transcripts likely escaped prior detection due to rapid turnover. This potentially involves recognition by the surveillance factor Nab2 and the TRAMP complex, followed by 5′ degradation by Rat1 and 3′ degradation by the exosome (Fig. 8). Nab2 is required for full RNAPIII transcription (Reuter et al. 2015), suggesting dual roles in transcription and surveillance. Binding of Nab2 to tRNA RT transcripts is also evident in published data (Tuck and Tollervey 2013; Reuter et al. 2015) but was not previously discussed. The exosome component Rrp6 has been implicated in the degradation of newly transcribed pre-tRNAs (Gudipati et al. 2012; Schneider et al. 2012). In contrast, stronger binding of the other exosome-associated nuclease Dis3 was seen on the RT transcripts. In Northern analyses, extension fragments gave clear band(s) consistent with the lengths of RT transcripts, indicating that they can be released through endonuclease cleavage. Pre-tRNAs can be 3′ processed by the endonucleases RNase Z (encoded by the *TRZ1* gene) (Takaku et al. 2003), and this cleavage might be followed by binding of Rat1 to the free 5′-end generated.

**Figure 8.**
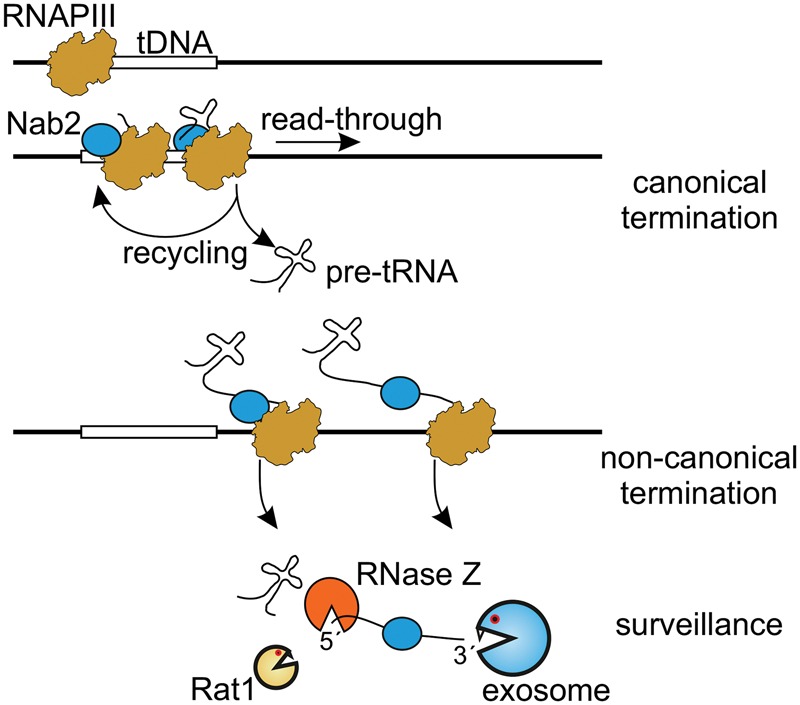
Model for noncanonical termination of RNAPIII. Nab2 accompanies RNAPIII on tDNA chromatin. When canonical termination occurs, the transcript is released and RNAPIII initiates another transcription cycle. When terminator read-through occurs, Nab2 targets the 3′ extended pre-tRNAs for degradation. Pre-tRNAs can be endonucleolytically cleaved by RNase Z (Trz1). Released tRNA extensions may be degraded by Rat1 and/or Mtr4 acting with the exosome or may be potentially processed to functional ncRNAs.

Previous analyses have implicated tRNA spacers and cleavage fragments as potential regulators of mRNA expression (Thompson and Parker 2009; Haussecker et al. 2010; Pederson 2010; Gebetsberger et al. 2012). Transcription RT appears to be a conserved feature, and we speculate that the products may also function in the regulation of gene expression.

## Methods

### In-vivo RNA crosslinking

CRAC experiments using Rpo31-HTP, Rpo31-HTP *maf1*Δ, Dis3-HTP, Dis3-exo-HTP, Rrp6-HTP, Mtr4-HTP, and Nab2-HTP were performed on cultures grown in SD medium with 2% glucose, lacking Trp to OD_600_ = 0.5. For nutrient shift, Rpo31-HTP and Rpo31-HTP *maf1*Δ strains were grown to OD_600_ = 0.5 in SD medium, harvested by filtration, transferred to medium containing 2% glycerol instead of glucose, and grown for an additional 2 h at 37°C. Actively growing cells were crosslinked in culture media (Granneman et al. 2011) and processed as previously described (Granneman et al. 2009, 2010). Total lysates were incubated with IgG-Sepharose for 2 h and extensively washed. Bound proteins were released by TEV cleavage. The eluate was RNase treated, and strong denaturing conditions were applied (6 M GuHCl). Tagged proteins were bound to Ni-NTA agarose, and the following steps were performed on the column: phosphatase treatment, 3′ linker ligation, RNA phosphorylation in the presence of [γ^32^P] ATP, and 5′ linker ligation. Tagged proteins were eluted, PAGE purified, and transferred to C+-Hybond membrane. RNA-associated proteins were identified by autoradiography, and bands of the correct size were excised and incubated with proteinase K to release bound RNA. Phenol-purified RNA was reverse transcribed and PCR amplified. Libraries were size-fractionated on agarose gels and sequenced using Illumina HiSeq with 50-bp single-end reads. To generate Nab2 data sets, all enzymatic steps were performed at 20°C.

### Data analysis

Data analysis is overviewed in Supplemental Figure S2A. Illumina sequencing data were collapsed to remove PCR duplicates. Rpo31-HTP and Rpo31-HTP *maf1*Δ data were preprocessed using FLEXBAR (Dodt et al. 2012) with the parameters –at 1 –ao 4 and were filtered to retain only reads containing the 3′ adaptor. Other data were preprocessed using FLEXBAR with default parameters. Data for Rat1 (Granneman et al. 2011) and RNAPII (Holmes et al. 2015) were previously published. During data processing, the raw sequence reads were “collapsed” by the removal of reads that are identical, including the random barcodes present in the linkers, since these potentially represent PCR duplicates. Across the mature tRNA regions, some fragments will be the same for multiple different genes that encode the same isoacceptor. It therefore seemed possible that collapsing the data might lead to the rejection of identical, but actually independent, reads with effects on global read distributions. To check this, we compared heatmaps for all tRNAs plotted using collapsed and uncollapsed data (Supplemental Fig. S2B). Because the patterns were the same, further analyses were performed using the smaller, collapsed data sets. All data sets were aligned to the yeast genome using NovoAlign (http://www.novocraft.com) with both –r random and –r none parameters as indicated in the text (Supplemental Fig. S2C).

All GTF annotation and genomic sequence files were obtained from Ensembl (*S. cerevisiae* genome version EF4.74) (Flicek et al. 2014). After initial analysis, genomic coordinates of tRNAs were arbitrary extended by 50 nt at the 5′-end and 250 nt at the 3′-end using BEDTools (Quinlan and Hall 2010). Experimentally confirmed 3′ tRNA extensions were annotated in a separate GTF file (Supplemental File 1). Potential new RNAPIII transcripts were annotated in separate GTF files (Supplemental File 2).

Downstream analysis was performed using pyCRAC software (Webb et al. 2014) and the gwide toolkit developed for this analysis (https://github.com/tturowski/gwide). PyReadCounters (pyCRAC) was used to calculate overlaps between aligned cDNAs and yeast genomic features, using a GTF file with extended tRNA genes. Single-gene and genome-wide plots were generated using the gwide toolkit. GENE-E was used to generate the heatmaps. Relative gene transcription was calculated as the number of reads from 15 nt upstream of the mature tRNA to the 3′-end of mature tRNA. 5′ to 3′ peak ratios were calculated dividing total read numbers from the 5′ half of each gene by reads in the 3′ half, where the genes were defined as extending from 15 nt upstream of mature tRNA to the 3′-end of mature tRNA. A and B boxes were identified using FIMO (Grant et al. 2011) from the MEME suite (Bailey et al. 2009) among all nuclear encoded tRNA genes.

tRNA RT was calculated from 15 nt to 250 nt downstream from the mature tRNA 3′-end. The longest U stretch in the 50 bp 3′ to the end of the tRNA was identified from FASTA sequences using simple unix command line tools: awk, grep, and wc. For identification of maxima and minima, the pypeaks package in the gwide toolkit was used (https://github.com/gopalkoduri/pypeaks). U-richness statistics using a Wilcoxon and paired *t*-test were calculated for various conditions using gwide toolkit: different average peak cut-offs, as well as 10-, 20-, and 50-nt regions around or before peaks and troughs. All *P*-values for 10 and 20 nt around peaks and troughs were significant (*P*-value <0.0002). Calculations for 50-nt surrounding sequences served as negative controls and resulted in *P*-values above 0.1.

New genes were identified using an sgr_peaks_identif.awk script (Supplemental File 3) and BEDTools (Quinlan and Hall 2010). Novofiles were converted into sgrs file (sgr format with added information about strand). All peaks at least 50 reads high and 10 nt long in *.sgrs files were identified using sgr_peaks_identif.awk and annotated. By use of BEDTools, annotated features were combined with merge –d 5 and intersected with all annotated overlapping genome features. New features were combined with merge –d 200 and annotated. All new features were manually analyzed: exclusion of overlaps with tRNA extensions, comparison with RNAPIII, RNAPII, and exosome data. Six new transcripts were annotated, and two were confirmed using Northern blots.

To compare data sets from different growth conditions, we excluded all reads mapping to more than one site in the genome. This eliminates tRNA fragments that would be ambiguously mapped to the mature tRNA regions of more than one gene. However, gene-specific reads overlapping the region between the TSS and the mature tRNA 5′-end, or between the 3′-end of the tRNA and terminator, will reflect transcription rates for individual tRNA genes. Data sets were normalized to hits per million mapped reads for analysis of RNAPIII transcription levels under different growth conditions. Other data are presented in raw read numbers since normalization would not change the shape of the profiles and spatial resolution, which are relevant in our study.

Yeast strains used in this study and the Supplemental Methods are available in the Supplemental Material.

## Data access

All RNA sequencing data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE77863.

How the deposited data were processed for this re-analysis (not part of the article)

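Deposited CRAC data of budding yeast were used. They cover Rpo31-HTP in wt and maf1Δ cells in glucose at 30°C and after 2 h in glycerol at 37°C, the untagged strain BY, and Nab2, Dis3, Dis3-exo, Rrp6 and Mtr4. Each group has 2 libraries except BY, which has 1, so there are 19 libraries. The condition of each library was taken from its deposited label and the paper. Depth ran from 16729 mapped reads in BY and 44238 in wt glycerol replicate 2 to 5340467 in Dis3-exo replicate 2. A count of 0 reads was read as an upper limit of 3 reads, and intervals for counts and shares are at the 95% level and cover counting error only.

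The authors collapsed reads to remove PCR duplicates, trimmed adaptors with FLEXBAR, aligned to sacCer3 with Novoalign 2.07.00 and, with pyReadCounters, deposited the count of reads for each distinct mapped interval without normalization. For the Rpo31 libraries they kept only reads with the 3′ adaptor. The authors ran NovoAlign both with 1 random position for reads that map to several sites and without such reads, and the paper's text does not say which run made the deposited counts. The authors also deposited a position table of the 275 nuclear tRNA genes with 250 nt on each side. In it, the coverage signal is the number of reads over each position, as the authors' pileups gave it, with no scaling. Its score is that coverage scaled to the mapped reads of the library (RPM), rounded up to whole numbers by the authors before they were deposited. Checked position by position, the coverage signal equalled the coverage recomputed from the interval counts. The score was used only for this check. The position table has 4 further value columns, on substitutions and deletions, which were not used.

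All values were computed from the interval counts with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with figures from matplotlib 3.10.9, and with R 4.3.3, data.table 1.17.8, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The bases of the tRNA units came from the position table, since a genome sequence was not used here. A read therefore counted as found once when its sequence occurs once among the 275 tRNA units with their flanks, whereas the paper excluded reads that map to more than 1 site of the genome. A sequence that also occurs elsewhere in the genome was not recognized. tRNA genes of known isotype with at least 89 nt were taken as intron-containing, which gave 60 genes, and the longest of the others with a known isotype has 84 nt. tX(XXX)D, with 100 nt and no known isotype, was put in neither group.

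Each read was given to 1 RNA class on its own strand, with tRNA genes extended by 50 nt 5′ and 250 nt 3′. The transcription unit ran from 15 nt upstream of the mature tRNA to its 3′ end and was divided at its midpoint for the 5′ to 3′ ratio, with at least 20 reads on each side and a threshold of 1.5. The A and B boxes were located by consensus with up to 2 mismatches, since FIMO was not used here. Read-through was the coverage from 15 to 250 nt past the mature 3′ end as a share of that from 15 nt upstream, for genes with at least 50 reads. The longest U run was sought in 50 nt past the mature tRNA. The first terminator was the first run of at least 5U, and the second was the longest run in the 40 nt after it, strong from 7U and weak from 4U, a lower bound that the paper's text does not give. Peaks and troughs were taken from coverage smoothed over 11 nt with a prominence of 10% of the maximum and at least 300 reads, leaving out 15 nt after the first terminator. Duplex energies came from nearest-neighbor tables at 30°C. Unannotated regions needed at least 50 reads over 10 nt in both wt glucose libraries.

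Changes between media and genotypes were tested with edgeR's quasi-likelihood test in a single fit of 4 groups of 2 Rpo31 libraries, with library size set to all mapped reads, on the 986 of 6477 genes that passed filterByExpr, at an adjusted p under 0.05. Gene lists were tested with camera at a correlation of 0.01 and with an estimated correlation. The lists are nuclear tRNA genes, those with introns and those of each amino acid, known RNAPIII genes, spliceosomal snRNA, snoRNA, glycolysis, heat shock, respiration and gluconeogenesis, and cytosolic ribosomal protein genes. Of the mitochondrial tRNA genes too few were tested for a list. Changes in read-through per gene used edgeR with the region by condition term and each library as a block. Differences between 4 and 4 libraries were tested by exact permutation, and relations across genes by 100000 permutations. Trend lines were compared by 2000 bootstrap draws over genes, and ratios that share libraries were simulated in 1000 draws. Shares of RNA classes were also compared with limma, on the log2 odds of a read in each of 8 Rpo31 libraries, a test chosen after seeing the data.

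Genes named in the text were chosen by a rule set before the data were examined. It takes every gene the paper names, and for each comparison the 8 largest rises and falls that pass the threshold with the same sign in all 4 replicate-by-replicate ratios. It also takes the 3 members of each list with the most reads, the 8 highest and 4 lowest genes for read-through, and for each amino acid the gene with the highest Gly:Glu ratio. Genes outside the rule are marked where they are named.

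The tests were tried on simulated data. Changes planted into the wt glycerol libraries at 64-fold were recovered for 92% of tRNA genes and 32% of other genes, and 0 of 786 unchanged genes were called. Of planted correlations of 0.2 across genes, 87.5% were found. All 200 planted U runs were located.

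The alternatives comprise other normalizations, count filters, read filters, windows and thresholds, a replicate block, DESeq2 and the omission of each replicate in turn, and their effect is given in the closing section. Rat1 and RNAPII data, the supplemental tables and the positions of TLT1 to TLT6 were not used here.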

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

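The comparison of trend lines and the search for unannotated regions were both set before the data were examined, as were the alternatives given here.

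Across nuclear tRNA genes, levels in glucose accounted for less of the variation in glycerol in wt than in maf1Δ cells. R² of the trend line was 0.626 in wt over 254 genes and 0.849 in maf1Δ over 270 genes, a difference of 0.223 between the genotypes. Under a bootstrap over genes the two-sided value of this difference was 1e-03, the smallest that the draws can give. Genes are not independent replicates, and the smallest library of these groups is wt glycerol replicate 2. The difference was 0.310 from replicate 1 of each group alone and 0.0628 from replicate 2 alone, a two-sided bootstrap value of 0.479. With all mapped reads it was 0.0678, and with genes below 10 RPM left out 0.217. No explanation was tested for it, and depth stays open.

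Among the 12 unannotated regions in wt glucose, 2 lay above the level that the BY library allows. Both adjoin RNAPIII genes, SNR52 and RPR1, lie on the minus strand and come within 1 nt of an annotated boundary of those genes. Each had 0 BY reads. In wt glycerol the region beside SNR52 had 1002 RPM and that beside RPR1 1730.0 RPM. In maf1Δ cells they had 2746 and 1524 RPM in glucose and 1254 and 1480.0 RPM in glycerol. The paper does not report values for these regions in its text, and no explanation for them was tested.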

How the results depend on the processing

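The alternatives below were set before the data were examined, except tRNA genes without extensions for protein-coding reads, the replicate splits of the amino-acid ratios given as added, partial correlations and other annotated genes left out for duplex stability, and annotation on the same strand only. Of 465 alternative values for 51 results, 330 kept their direction and their side of the threshold, or stayed within the replicate spread or within 1.5 times the count. A further 109 moved beyond that, 13 no longer passed a threshold, 5 newly passed one and 8 changed sign. Under every alternative run, 9 results kept their place, among them the relation of read-through to U run length, from −0.472 to −0.250, the second terminator, the duplex relation and the rise of RNA170, from 4.69 to 7.61 on the log2 scale. Unless stated otherwise, the cause of a change was not tested. Profiles of glycerol libraries with at least 500 reads per gene gave no value, since 0 genes were left.

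With wt glycerol at 6 genes changed in edgeR, TMM gave 11, no filter on low counts 13, all mapped reads 16, distinct intervals 7, scaling to RNAPIII reads 4 and DESeq2 46, of which 4 were tRNA genes called higher. TMM, no filter and DESeq2 shared all 6 of these genes, while all mapped reads shared 3 and distinct intervals 1. For maf1Δ glycerol, with 1 gene, the counts were 5 with TMM, 8 with no filter, 6 with distinct intervals and 12 with DESeq2. For maf1Δ against wt in glycerol, with 2 genes, all mapped reads gave 0, distinct intervals 2 others, both lower, and DESeq2 22. The interaction passed 0 genes in edgeR, 2 with distinct intervals and 6 with DESeq2. maf1Δ against wt in glucose gave 0 genes under each of 15 alternatives. The median of the tRNA genes in wt glycerol was −0.89 with TMM, −0.65 scaled to RNAPIII reads, −0.30 with DESeq2, −0.23 with all mapped reads and −0.03 with distinct intervals. The median of all genes was −0.38, −0.43 with TMM, −0.20 scaled to RNAPIII reads, 0.17 with DESeq2, −0.06 with all mapped reads and 0.06 with distinct intervals. It lay below that of the tRNA genes with no filter (−1.002 against −0.83), without wt glycerol replicate 1 (−3.40 against −0.78) and without replicate 2 (−1.19 against −1.04). Genes at 0 reads were not set at a bound in these medians. In maf1Δ glycerol the tRNA median was 0.08 with distinct intervals, and without maf1Δ glycerol replicate 1 it was −0.995 against −1.46 for all genes. With an estimated correlation between genes no list passed in either genotype, and nuclear tRNA genes had −0.83 in wt (camera, p = 0.201) and −0.50 in maf1Δ (p = 0.0845).

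Replicate deviations of different groups correlated between −0.06 and 0.09, so the numbers do not pair the samples. Fitted all the same, a replicate block gave 19 genes in wt glycerol, 8 in maf1Δ glycerol, 5 for maf1Δ against wt in glycerol and 1 for the interaction. In the trend lines, replicate 2 alone, the other form of the replicate block, gave an R² difference of 0.0628, and replicate 1 alone a slope difference of 0.0332, against −0.138 from both.

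Leaving out 1 library leaves a lone sample in its group, which is assumed to vary like the other groups. The wt glycerol count then ran from 8, without wt glucose replicate 1, to 58, without wt glycerol replicate 1. It was 45 without wt glycerol replicate 2, 32 and 26 without maf1Δ glycerol replicate 1 or 2, 12 without either maf1Δ glucose library and 11 without wt glucose replicate 2. For maf1Δ glycerol it ran from 1, without maf1Δ glucose replicate 1, to 30, without maf1Δ glycerol replicate 1. There it was 12 and 11 without wt glycerol replicate 2 or 1, 8 without either wt glucose library or maf1Δ glucose replicate 2, and 3 without maf1Δ glycerol replicate 2. For maf1Δ against wt in glycerol it ran from 0, without maf1Δ glucose replicate 1, to 31, without wt glycerol replicate 1, with 12, 6 and 9 without wt glycerol replicate 2 and maf1Δ glycerol replicates 1 and 2. For the interaction it ran from 0 to 27, the latter without wt glycerol replicate 1, with 5 without replicate 2 and 4 without either maf1Δ glycerol library. The fitted change in wt ran from −9.94 to 3.24 for LSR1 and from −10.66 to 4.81 for SNR189. Both lowest values came without wt glycerol replicate 1, whose partner has 0 reads of either gene, and both highest without wt glucose replicate 2. SNR189 passed the threshold without wt glycerol replicate 2 and without any 1 of the maf1Δ libraries. RPR1, at −0.09, was 0.12 scaled to RNAPIII reads and 0.57 in DESeq2. It ran from −2.53, without wt glycerol replicate 1, to 0.74, without replicate 2.

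Read-through changes per gene in wt glycerol, 15 genes, became 2 with at least 10 reads in both regions and 1 with the extension from 25 nt. They ran from 0, without wt glycerol replicate 1 or any 1 glucose library of either genotype, to 115, without either maf1Δ glycerol library, and were 27 without wt glycerol replicate 2. Leaving out a library raised the counts of 0 to at most 163 in maf1Δ glycerol, without maf1Δ glycerol replicate 1. For maf1Δ against wt in glycerol they reached 81 without maf1Δ glycerol replicate 2, 43 without replicate 1 and 24 without wt glycerol replicate 2, and for the interaction 32 without maf1Δ glycerol replicate 1. These 3 counts stayed at 0 without the other libraries. With at least 10 reads in both regions, the genes that differed from Rpo31 were 9 for Nab2, 3 for Dis3, 1 for Dis3-exo, 11 for Rrp6 and 6 for Mtr4, and 5 between Dis3-exo and Dis3, where 0 passed over all genes. With other annotated genes left out, 1 passed for Mtr4. Leaving out a library gave 0 to 2 genes for Nab2, with 2 without either Dis3 library, and 0 to 8 for Mtr4, with 8 without either Rrp6 library. For Dis3-exo it gave 0 to 1, with 1 without either Rrp6 library or Mtr4 replicate 2.

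Mean read-through in wt glucose, 9.76%, was 8.74% with the extension from 25 nt, 10.8% from 5 nt, 9.11% to 150 nt, 9.38% with other genes left out, 11% with reads placed by their 3′ end or by any overlap, 25.4% with reads found once and 10.4% with distinct intervals. Found-once reads favor the flanks by construction. Distinct intervals gave a glycerol difference of −2.52 points (exact p = 0.743) and a maf1Δ minus wt difference of −4.19 points. All reads gave −6.20 and 1.24. With distinct intervals the wt glycerol libraries kept as few as 5 genes, so these 2 values compare unlike sets of genes. From all reads the maf1Δ minus wt difference ran from −0.168, without maf1Δ glucose replicate 1, to 2.56 with 1 library left out. Read-through shares with distinct intervals were 34.2% for Nab2, 11.6% for Dis3, 14.2% for Dis3-exo, 11.7% for Rrp6 and 10.5% for Mtr4. With reads of up to 40 nt they were 35.5% for Nab2, 19.5% for Rrp6 and 15.5% for Mtr4. Mtr4 also had 14.0% from 25 nt, 13.8% with other genes left out and 15.8% as the mean of genes.

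The read-through difference between ratio groups, 2.46 points, was 2.93 with found-once reads (permutation p = 0.150), 3.79 at a ratio threshold of 2 (permutation p = 1.2e-04), 2.05 without replicate 1 (permutation p = 0.0634) and 3.18 without replicate 2. Found-once reads put 122 genes above the ratio threshold instead of 192, with fewer genes tested. They gave the wt glycerol relation with transcription a rho of 0.483 (permutation p = 0.0519) instead of 0.201. For wt glucose the lowest rho of any alternative was 0.308, against 0.646. With each gene scaled to its maximum the 5′ to 3′ maxima had a ratio of 2.20. The maximum at the A box lay at −1, but at 1 with scaled genes and with intron-containing genes, and from −1 to 1 with 1 replicate left out. At the B box it lay at −15, and at −13 with intron-containing genes. The wt to maf1Δ profile correlation was 0.961 over the mature tRNA and 15 nt. The U difference between troughs and peaks was 1.96 points in 50 nt windows, which served the paper as negative controls. It was 7.5 points with at least 1000 reads, over 4 pairs.

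The R² difference was 0.0678 with all mapped reads. The slope difference changed sign with all mapped reads (0.0746), at a minimum of 10 RPM (0.0497) and with distinct intervals (0.184). The median Gly:Glu ratio was 0.852 with all mapped reads and ran from 0.453, without replicate 2, to 0.815, without replicate 1. The relation of the amino-acid ratios, −0.0388, was −0.812 with the maf1Δ:wt ratio taken in glycerol, where the ratios share libraries. Split so that they share none, it was −0.266 in glucose, 0.0103 with the replicates exchanged (added), and −0.181 in glycerol (added). With 1 replicate left out it ran from −0.00929 to 0.0966, the latter without replicate 2.

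The fall in tRNA share, −13.1 points, was −6.89 without extensions (exact p = 0.0571) and from −14.5 to −11.7 with 1 replicate left out. With 3 libraries in each medium the exact p cannot pass the threshold. The rise in rRNA share was 15.5 points with found-once reads and 8.31 with distinct intervals (exact p = 0.0286 for each). The mitochondrial share was 0.00169% with found-once reads and 0.00898% with distinct intervals, and the 5S share 60.05% with distinct intervals. Unannotated regions numbered 4 at 100 reads and 47 where 1 library sufficed. The share of protein-coding reads near tRNA genes, 2.08%, was 0.0234% within 250 nt, 4.10% within 1000 nt, 1.42% with distinct intervals and 15.2% without extensions (added).

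Depth limits the glycerol results. The wt glycerol libraries differ 10.5-fold in mapped reads. Changes of 4-fold planted into them were recovered for 12% of tRNA genes and 0% of other genes.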

Differences from the paper's values

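Unless marked, the alternatives named here were set before the data were examined. The paper states a ratio threshold of 1.5, its read-through classes and its windows, but no minimum of reads per gene for these counts. Values were taken to differ where 1 was more than 1.5 times the other and the gap exceeded the replicate SD. Slopes and constants were taken to differ where the signs were opposite or the gap exceeded the SD of lines fitted to single libraries.

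In group 2, with a ratio below 1.5, 83 genes were found where the paper has 50. A lower threshold gave 57, which does not differ, whereas 5 alternatives do. For the wt trend line the paper gives a slope of 0.94 and the value here was 1.24. It does not differ with all mapped reads (0.933), with a minimum of 10 RPM (0.986) and with replicate 2 alone (0.977), and it differs under 3 others. The paper's constant in the wt line is 0.05, and here it was −1.01. With all mapped reads it was 0.146, which does not differ, and 5 alternatives do. The constant subtracted in the maf1Δ line is 0.67 in the paper's text and was 0.463 here. With distinct intervals it was 0.729, which does not differ, and 5 alternatives do. Fig. 4B prints this constant with the opposite sign to the text.

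Over 30% read-through, 11 genes were found where the paper has 20. With reads placed by their 3′ end and with reads that overlap the extension the count was 15, which does not differ, and 8 alternatives do. These genes had 5 isotypes where the paper has 10. The same 2 alternatives gave 7, which does not differ, and 8 do. Of genes with over 25% read-through, 38.1% had a longest tract of 6U, against 60% in the paper. With other annotated genes left out it was 47.1%, which does not differ, and 5 alternatives do. Of genes under 5%, 18.4% had a tract of 8U, against 60% in the paper, and all 6 alternatives differ. The paper's Fig. 6A is a cumulative plot, so its shares may not be those of exact lengths. Counted as 6U or less and as 8U or more, the shares here were 81% and 55.2%, which by the rule above do not differ from 60%. The Wilcoxon p of the U content at peaks and troughs was 3.88e-04 over 94 pairs, against 2.4e-13 in the paper, and all 9 alternatives differ. Unannotated regions numbered 12, where the paper has 6. The counts are unlike, since the paper's regions were left after a manual comparison with other data, and those here were not curated. Those here include stretches beside known RNAPIII genes, among them copies of RDN5. At 100 reads there were 4, which does not differ, and 3 alternatives do.

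For values shown only in figures, read by eye, the BY library had about 20% tRNA reads in Fig. 1C, against 1.54% here, and all 3 alternatives differ. In Fig. 6A about 11 genes had a read-through of 35% or more, against 3 here, and all 10 alternatives differ. At 25% or more Fig. 6A shows about 33 genes, against 21 here. The extension from 5 nt gave 23, and reads by their 3′ end or by overlap 25 each, which do not differ, and 7 alternatives do.

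The following directions and rankings also disagreed. The paper limits the fall of tRNA reads in glycerol to wt, but the mean share also fell in maf1Δ cells, from 84.1% to 73.6%. The rRNA share rose in both, in maf1Δ from 11.5% to 17.7%. Its rise in rRNA reads lay here on RDN37, while the share of 5S among rRNA reads went down from 75.2% to 49.2% in wt. The paper places protein-coding reads mainly near tRNA genes, but 2.08% lay within 500 nt of one, and 15.2% when tRNA genes had no extensions, an alternative chosen after seeing the values. The paper has a steeper trend line in maf1Δ than in wt. Here the slope difference was −0.138, but 0.0746 with all mapped reads, 0.0497 at a minimum of 10 RPM, 0.184 with distinct intervals and 0.0332 with replicate 1 alone. RPR1 is among the genes that rose in the paper. In edgeR it had −0.09, while DESeq2 gave 0.57 and pooled reads a ratio of 1.56. The paper's group with low repression and a low maf1Δ:wt ratio has a gene for each amino acid. The paper uses a Gly:Glu ratio above 1 for raised occupancy but does not set it for this group. At that ratio 14 of 20 amino acids had a gene, and 10 had one with a maf1Δ:wt ratio below 1 in glucose as well. With the maf1Δ:wt ratio in glycerol, where the ratios share libraries, 13 did. The paper does not name the medium of its maf1Δ:wt ratio. The paper names 7U and 8U as the most frequent tracts. Here 7U came first, in 30.5% of genes, and 6U second, in 27.3%, ahead of 8U in 14.2%. The paper puts the 3′ maximum at the start of the B box, and here, in a search within 20 nt, it lay 15 nt before it. The peak was broad, with coverage 8 nt past that start at 0.791 of the maximum. In maf1Δ glucose replicate 1 and maf1Δ glycerol replicate 2 the 3′ maximum lay 16 nt before the mature 3′ end, against 35 nt in wt glucose. The paper finds no correlation of read-through with R-loop propensity, and Pearson's r here was −0.349. Its tendency at the genes with the most read-through was found here too, with a mean ΔΔG of 4.41 against 5.51 kcal/mol. At 15% or more read-through 16 isotypes were represented, and 20 with reads found once. In the fixed window used here, unlike the paper's units, Rrp6 bound extensions no less than Dis3, with 17.3% against 14.7%. With distinct intervals the shares were 11.7% and 11.6%.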

Other observations

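The tests of library depth, of shared wt glycerol libraries and of gene copies below were chosen after the result was seen. The others were set before it was seen.

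The gene lists were set before the data were examined. In wt glycerol, scaled to all mapped reads, 59 intron-containing tRNA genes had a median log2 fold change of −0.79 (adjusted p = 0.0130 from camera in limma, but 0.810 with an estimated correlation between genes). Among the isotypes not given at a claim, tryptophan had −1.73, aspartate −1.62, glutamate −1.16, methionine and valine −1.04 each, tyrosine −0.92, histidine −0.81, leucine −0.75, phenylalanine and serine −0.72 each, and glycine −0.59. Asparagine had −0.54, glutamine −0.48, alanine −0.43, cysteine −0.30, proline −0.26 and arginine 0.02. The sign changed with all mapped reads for tryptophan (0.14) and methionine (0.06), in DESeq2 for cysteine (0.19) and proline (0.17), and for arginine with TMM (−0.09) and all mapped reads (−0.05), and for no other list in wt. None of these passed in camera, with adjusted p from 0.0531 for tryptophan to 0.910 for cysteine (camera in limma). Adjusted over each list alone, edgeR called 3 aspartate genes lower and 1 higher, and 2 glutamate genes lower. In maf1Δ glycerol, aspartate had −1.05, glutamate −0.91, threonine −0.79, lysine −0.72, glycine −0.68, serine −0.63, valine −0.50 and the intron-containing genes −0.47, and phenylalanine, at −0.72, passed last (adjusted p = 0.0418 from camera in limma). With an estimated correlation none of these lists passed, with adjusted p of 0.549 or higher (camera in limma). Of these, the intron-containing genes (0.07) and phenylalanine (0.16) changed sign with all mapped reads.

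Protein-coding genes are not known targets of Rpo31, and the source of their reads was not tested. The 16 glycolysis genes tested had a median of 1.49 in wt glycerol (adjusted p = 0.461 from camera in limma), with TDH3 at 1.06, FBA1 at −0.31 and PDC1 at 1.3. The 15 heat shock genes had 2.09, or 2.26 with genes at 0 reads set at their bound (adjusted p = 0.0792 from camera in limma). HSC82 had 1.56, SSA1 1.84 and SSA2 −3.52. The 3 respiration genes tested had 1.28 and a mean of 0.37 (adjusted p = 0.688 from camera in limma). The 90 ribosomal protein genes had −1.70 (adjusted p = 0.431 from camera in limma) and in maf1Δ 0.99 (adjusted p = 0.967). In maf1Δ, glycolysis had 2.28 (adjusted p = 0.0511 from camera in limma) and heat shock 2.96 (adjusted p = 0.0805). No gene of these lists passed edgeR's threshold in either genotype.

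In glycerol, a smaller share of tRNA reads had a sequence found once among tRNA units, 36.4% ± 3.94 (SD, n = 4) against 45.3% ± 3.22 in glucose (exact permutation test, two-sided, p = 0.0286). Shorter reads are excluded as the whole cause, since weighting glycerol reads to the glucose lengths left 37.1%. Depth cannot be told apart from the medium, since the glycerol libraries are mostly smaller. With log10 of mapped reads held fixed over the 8 libraries, the difference was −8.72 points with a 95% interval from −18.0 to 0.595. A candidate explanation is that fewer reads reach from the mature tRNA into its flanks in glycerol, a change of the growth condition. Reads wholly inside the mature tRNA made up 48.4% against 37.9%, and among them 6.48% were found once in glycerol and 6.4% in glucose.

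With the maf1Δ:wt ratio taken in glycerol, genes with a low Gly:Glu ratio had a high maf1Δ:wt ratio, with a rho of −0.812 over 254 genes. The wt glycerol libraries enter both ratios, and sharing them may produce the relation. Counts simulated with no difference between genes gave −0.737 (−0.794 to −0.668) over 219 genes, where the observed rho was −0.673. With a different wt glycerol library in each ratio rho was −0.0674 and −0.181. A weaker relation from Maf1 itself was not tested and stays open.

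Almost no Rpo31 reads lay beside 5 nuclear tRNA genes in wt glucose, chosen after their values were seen. Per 1000 reads inside the gene, 0 lay beside tD(GUC)N, tK(CUU)C and tM(CAU)C, 0.273 beside tL(CAA)C and 0.548 beside tA(AGC)K2, against 6.43 for the next gene, tL(UAG)J. Reads shared with copies of the same sequence are a candidate explanation for tL(CAA)C, tM(CAU)C and tK(CUU)C, of whose reads 3.17% were found once, against 44.7% for the median gene. This share cannot decide, since reads found once mostly reach into the flanks. Of glucose reads wholly inside the mature tRNA, 6.4% were found once. A gene picked for few reads beside it can therefore have a low share whatever the cause. For tA(AGC)K2 46.9% were found once, which argues against copies among the tRNA units. Copies elsewhere in the genome were not searched. For tD(GUC)N the role of copies cannot be told, since 14.2% lies between the shares set for and against it. A strain that lacks the locus of tL(CAA)C, which lies near LEU2, cannot be told apart from other causes. Groups without a LEU2 read, pooled, had 6.07 reads beside this gene per 1000 inside, and groups with over 100 LEU2 reads had 170.0. The groups also differ in the protein studied, and the first ones are not alike. Nab2, with 0 LEU2 reads, had 105, near the 110 of Mtr4, while the others without a LEU2 read had at most 0.327.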
